# A single cell atlas of the mouse seminal vesicle

**DOI:** 10.1093/g3journal/jkaf045

**Published:** 2025-02-28

**Authors:** Fengyun Sun, Kathleen Desevin, Yu Fu, Shanmathi Parameswaran, Jemma Mayall, Vera Rinaldi, Nils Krietenstein, Artür Manukyan, Qiangzong Yin, Carolina Galan, Chih-Hsiang Yang, Anastasia V Shindyapina, Vadim N Gladyshev, Manuel Garber, John E Schjenken, Oliver J Rando

**Keywords:** seminal vesicle, reproduction, single cell, atlas, paternal

## Abstract

During mammalian reproduction, sperm are delivered to the female reproductive tract bathed in a complex medium known as seminal fluid, which plays key roles in signaling to the female reproductive tract and in nourishing sperm for their onwards journey. Along with minor contributions from the prostate and the epididymis, the majority of seminal fluid is produced by a somewhat understudied organ known as the seminal vesicle. Here, we report the first single-cell RNA-seq atlas of the mouse seminal vesicle, generated using tissues obtained from 23 mice of varying ages, exposed to a range of dietary challenges. We define the transcriptome of the secretory cells in this tissue, identifying a relatively homogeneous population of the epithelial cells which are responsible for producing the majority of seminal fluid. We also define the immune cell populations—including large populations of macrophages, dendritic cells, T cells, and NKT cells—which have the potential to play roles in producing the various immune mediators present in seminal plasma. Together, our data provide a resource for understanding the composition of an understudied reproductive tissue, with potential implications for paternal control of offspring development and metabolism.

## Introduction

Although the core event in reproduction of sexually-reproducing species is the merging of 2 haploid genomes to re-generate a diploid genome, a variety of other processes support efficient reproduction, for instance provisioning gametes to support them during the at times lengthy process of finding one another. In internally-fertilizing species, sperm are delivered to the female reproductive tract carried in a complex solution known as seminal fluid, which has well-known roles in gamete nutrition but is increasingly understood to also carry out an ever-expanding suite of signaling functions (Wolfner 2002; Robertson 2007; Noda and Ikawa 2019; Morgan *et al.* 2020; Schjenken and Robertson 2020). In mammals, immune modulators (transforming growth factor beta family members, E type prostaglandins, cytokines, etc.) present in seminal fluid help prepare the endometrium to be receptive to implantation (Robertson 2007; Robertson *et al.* 2013; Noda and Ikawa 2019; Schjenken and Robertson 2020). Seminal fluid has also been implicated in modulating offspring phenotypes: in a milestone study, Bromfield *et al.* (2014) transferred embryos to females mated with vasectomized males with or without seminal vesicles, and characterized offspring phenotypes. Male offspring born in the absence of seminal vesicle secretions exhibited dramatic metabolic defects, including increased adiposity and decreased glucose tolerance.

Moreover, the contents of seminal fluid can be modulated by paternal lifestyle (Watkins *et al.* 2018; Bayram *et al.* 2020; Morgan *et al.* 2020; Lassi *et al.* 2021; Schjenken *et al.* 2021; Skerrett-Byrne, Nixon, *et al.* 2021; Skerrett-Byrne, Trigg, *et al.* 2021); although several paternal effects studies have shown that some effects of paternal diet or stress on offspring can be transmitted by sperm, Watkins *et al* reported that *both* sperm and seminal fluid from low protein-fed males independently modulate offspring cardiovascular health (Watkins *et al.* 2018; Morgan *et al.* 2020), while Lassi *et al.* (2021) reported that paternal effects of circadian disruption were likely mediated entirely by seminal fluid. Other studies have reported dietary and other effects on seminal fluid cytokine composition (Bayram *et al.* 2020; Schjenken *et al.* 2021)—accompanied by changes to maternal reproductive tract gene regulation (Schjenken *et al.* 2021)—albeit without linking these changes to offspring phenotypes.

The majority (∼80%, in mouse) of seminal fluid is contributed by a male accessory reproductive organ known as the seminal vesicle, with some (∼15%) additional contribution from the prostate. Unlike the prostate, which has been intensively characterized in the context of the high prevalence of cancer in this tissue, the seminal vesicle is relatively understudied. Histologically, the seminal vesicle is comprised of a single layer of secretory epithelial cells organized in a pseudostratified columnar epithelium surrounding a lumen filled with seminal fluid. The basal aspect of this epithelial sheet is surrounded by a layer of flat basal cells similar histologically to those found in other tissues such as the epididymis and kidney. Supporting stromal cells include fibroblasts and smooth muscle—whose contraction drives seminal fluid into the ejaculatory duct—as well as endothelial cells and infiltrating immune cells.

In the past few years, systematic efforts have explored gene regulation (Li *et al.* 2018; Skerrett-Byrne, Nixon, *et al.* 2021) and proteomics (Skerrett-Byrne, Trigg, *et al.* 2021; Correa *et al.* 2023) of the seminal vesicle tissue, along with proteomics of seminal vesicle fluid (Dean *et al.* 2009; Chang *et al.* 2010; McKee *et al.* 2013; Bayram *et al.* 2020; Smyth *et al.* 2022). These studies have highlighted important signaling pathways that likely influence seminal vesicle secretory function. However, given the complex cellular profile of seminal vesicle tissue, the specific cell types that produce these secretions remain to be identified. Over the past decade, advances in low input genomics methods such as single cell RNA-seq have enabled rapid and systematic characterization of cell composition and cell type-specific gene regulation in complex tissues (Han *et al.* 2018; Tabula Muris Consortium *et al.* 2018). To our knowledge the seminal vesicle has not yet been characterized by single-cell RNA-seq, making it one of the last—perhaps the last—major mammalian organ lacking a single-cell atlas. We therefore set out here to characterize the cell composition of this tissue by single-cell RNA-seq, both to establish gene expression profiles for the various cell types of this key reproductive tissue, and to potentially identify previously unappreciated subpopulations of various cell types.

## Materials and methods

### Animal husbandry

Male FVB/NJ and C57BL/6J mice at age of about 12 weeks to 28 months were used in this study. The animals were maintained under controlled temperature and humidity conditions on a 12-h light/dark cycle with different diets and water ad libitum. The diets used included Chow diet (product no. 5P76), or 3 diets based on AIN-93G: Control diet (product no. 3156, Ctrl), high fat diet (product no. 3282, HFD) or low protein diet (product no. 4579, LP). The mice on HFD, LP, and Ctrl were fed for 9 weeks after weaning and then sacrificed at 12 weeks of age. For caloric restriction (CR), singly-housed animals were provided with 70% of the mass of AIN-93G consumed by a singly-house animal consuming diet ad libitum. All animal care and use procedures were in accordance with guidelines of the University of Massachusetts Medical School Institutional Animal Care and Use Committee (Protocol no. 201200029).

For flow cytometry and immunofluorescence experiments, male outbred Swiss mice (8–12 weeks of age) were obtained from a breeding colony held at the University of Newcastle central animal facility and maintained according to the recommendations prescribed by the Animal Care and Ethics Committee (Approval number A-2018-826). Mice were housed under a controlled lighting regimen (12-h light: 12 h dark) at 21 to 22°C and supplied with food and water ad libitum.

### Seminal vesicle dissection and single cell dissociation

Seminal vesicles were collected from 12-week to 28-month-old male mice (Supplementary Table 1, Supplementary Figs. 1, 2). In brief, after euthanizing the mice, the urogenital system was exposed. The entire urogenital system was taken out of the mouse abdominal cavity and placed into a 60 mm Petri dish containing 5 ml complete medium (CM) composed of IMDM (Invitrogen), 10% FBS (Sigma), and Antibotic-Antimycotic (Invitrogen). Surrounding organs and tissues were carefully removed under a dissection microscope, and the seminal vesicle was opened longitudinally with a scissor to let seminal vesicle fluid out of the organ. The tissue was then transferred to another dish, and any loose coagulated seminal vesicle fluid was removed without disturbing the epithelial cell layer. After washing, the tissue was transferred into a 15 ml conical tube with 2 ml CM and 2 ml extracellular matrix digestion media (ECM) containing collagenase (Sigma), DNase (Sigma), collagenase/hyaluronidase (Stem Cell), and collagenase/dispase (Sigma). The tissue was incubated in a water bath at 300 rpm for 30 minutes at 35°C. After incubation, 10 ml IMDM-DNase media was added to the tube and centrifuged at 300 g for 5 minutes at room temperature. The pellet was washed once with 8 ml IMDM-DNase media, resuspended with 3 ml TrypLE^tm^ express (Gibco), and digested in the water bath at 300 rpm for 5 minutes at 35°C. The tube was then filled with 10 ml CM and the cell suspension was filtered through a series of 100 μm, 70 μm, and 40 μm cell strainers. Cells were pelleted by centrifuging for 5 minutes at 300 g, and the pellet was resuspended with 3 ml CM. The cell suspension was then placed on the top of OptiPrep (Sigma) gradient followed by centrifuging at 800 g for 15 minutes. The gradient was composed of 3 ml of 67%, 50%, and 36% OptiPrep in CM, respectively. Interface fractions were collected and cells were pelleted, washed 1 × with CM, and resuspended in 1 ml CM. Only samples with cell viability over 80% were used for sequencing library preparation.

### Single cell RNA-seq

Single-cell sequencing libraries were prepared using Chromium Single Cell 3′ Reagent Kit V2 (10 × Genomics), as per the manual, and sequenced on NextSeq 500 and HiSeq 4000 at the UMass Medical School Deep Sequencing Core.

### Data analysis

Seurat was used for clustering single-cell data. We filtered out cells that have a number of unique features (genes) <500, a number of unique molecular identifiers (UMI) <200, or a percentage of mitochondrial genes over 1%. After filtering, we had a total of 47,804 cells and 19,601 features (genes) with average 6053 UMI per cell. Filtered data was normalized with SCTransform as described in (Choudhary and Satija 2022). Transformed data across conditions were then integrated with canonical correlation analysis. Genes from the FindVariableFeatures function were used as input for the initial principal component analysis (PCA). The number of principal components (PCs) was chosen based on the Seurat ElbowPlot function. We set resolution parameters from 0.1 to 1.4 and examined the clustering quality based on DoHeatmap function and clustree. We identified significantly differentially expressed markers in each cluster by running the default FindAllMarkers function. We annotated cell types based on well-established markers. After initial annotation, we extracted all major cell types for reclustering in Figs. 2 and 3, Supplementary Fig. 3.

Code for reproducing analysis pipeline is available at github: https://github.com/yufu0012016/SV_Rando.

### Flow cytometry staining and analysis

The procedure for obtaining single cell suspensions was loosely based on previous published protocols for obtaining single-cell uterine tissue (Fung *et al.* 2013) and further refined empirically. Seminal vesicle tissue from male mice was dissected ensuring that the anterior prostate (coagulating gland) and other fact and connective tissue were left in situ. Seminal vesicle fluid was allowed to flow from the gland prior to storage of the tissue in a petri dish containing ice-cold HEPES buffer (10 mM HEPES-NaOH pH 7.4, 150 mM NaCl, 5 mM KCl, 1 mM MgCl2, 1.8 mM CaCl_2_) and placed on ice. Tissue was submerged in HEPES buffer, cut into smaller pieces using sharp pointed scissors prior to the addition of 2 mg/mL Collagenase D (ThermoFisher Scientific) and 80 U/mL DNase I (Roche). Tissue fragments were then digested with gentley shaking at 37°C for 30 minutes using a gentleMACS Tissue Dissociator (Miltenyi Biotec, Macquarie Park, Australia). Following dissociation, cells were filtered through a 70 μM cell strainer followed by a wash in HEPES buffer. Cells were then pelleted at 500×g for 10 minutes at 4°C before being incubated in red blood cell lysis buffer (155 mM NH_4_Cl, 12 mM NaHCO_3_, 0.1 mM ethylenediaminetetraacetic acid [EDTA], pH 7.35) for 5 minutes at 4°C. Red blood cell lysis was stopped by the addition of an equal amount of FACS buffer (2% fetal bovine serum [FBS], 2 mM EDTA in PBS) before cells were centrifuged at 500×g for 10 minutes at 4°C. Cells were then resuspended in FACS buffer and counted prior to staining for flow cytometry.

Cells were then incubated in 10 ng/mL Fc Block (anti-mouse CD16/CD32; BioXCell) for 15 minutes. Directly conjugated antibodies were subsequently added and incubated on ice for a further 30 min. Cells were washed twice with FACS buffer and resuspended in FACS buffer for immediate assessment on a Fortessa × 20 flow cytometer (BD Biosciences). The results were analysed using FACS Diva software (BD Biosciences), gating only on viable cells and excluding red blood cells. Gating strategy is shown in Supplementary Fig. 7.

### Immunofluorescence staining and analysis

For immunofluorescence analysis of macrophages (Fig. 5c), excised seminal vesicles from the gland containing seminal vesicle fluid were fixed for 8 h in Bouin's solution (5% v/v acetic acid, 25% v/v formaldehyde, 70% v/v picric acid). Bouin's solution was removed with daily changes of 75% (v/v) ethanol for at least 5 days. Tissues were embedded in paraffin and 5 μm sections were cut prior to staining. Sections were dewaxed in xylene, followed by rehydration in ethanol and water. Slides were subjected to antigen retrieval in a pressure cooker using a 10 mM sodium citrate, pH 6 solution (for 10 minutes at ∼60 Kpa and 110°C −118°C). After a rinse in MilliQ H_2_O, endogenous peroxidases were blocked with 3% hydrogen peroxide for 30 minutes, followed by a TBST (50 mM Tris-HCl, 150 mM NaCl, 0.1% Tween-20 in distilled H2O, pH 7.6) wash (3 × 5 min). Subsequently, sections were incubated in a solution of 5% BSA and 10% goat serum in TBST for 30 minutes at room temperature to prevent nonspecific antibody binding. All antibodies were subsequently diluted in 2.5% BSA and 5% goat serum in TBST. The slides were then incubated with primary antibodies HEXB (diluted 1:100, PA5-101082, Thermofisher Scientific) or CD206/MRC1 (diluted 1:50, MA5-16871, Thermofisher Scientific), along with appropriate isotype controls, overnight at 4°C. After incubation, slides were washed in TBST (3 × 5 min) and incubated with either anti-rabbit or anti-rat secondary antibodies with AF594 (diluted 1:400, A11012 or A1107, Thermofisher Scientific) for 1 hour. Following another TBST wash (3 × 5 min) and a second antigen retrieval step at 37°C using proteinase K (20 μg/ml in TBS, pH 8, V3021, Promega), the slides were blocked as described above. This was followed by a second primary antibody incubation: F4/80 (diluted 1:50, 14-4801-82, Thermofisher Scientific) overnight at 4°C. Following TBST washes (3 × 5 min), the slides were incubated with an anti-rat secondary antibody AF488 (diluted 1:400, A11006, Thermofisher scientific) for 1 hour, followed by TBST washes (3 × 5 min) and then counterstaining with DAPI (20 µg/ml in TBST, D9542, Sigma-Aldrich). Slides were then mounted using an antifade reagent composed of 10% v/v Mowiol 4 to 88, 30% v/v glycerol in 0.2 M Tris (pH 8.5), and 2.5% v/v 1,4-diazobicyclo-(2.2.2)-octane in 0.2 M Tris (pH 8.5). Imaging and photography were conducted using a Zeiss Axio A.2 fluorescence microscope (Carl Zeiss AG).

For TGM4 immunostaining in prostate and seminal vesicle (Supplementary Fig. 4a and b), seminal vesicles were collected and fixed with 4% paraformaldehyde (PFA)/PBS or Bouin's at 4°C overnight. After washing the excess of PFA/Bouin's with PBS, sectioning was done at 5 μm thickness by the UMASS morphology core. Slides were stained as recommended by the antibody manufacturer. Briefly, slides were progressively dewaxed using Xylene washes, then rehydrated through a series of ethanol solutions. Permeabilization with 0.1% Tween-20 in PBS was performed prior to a 1 hour blocking with a blocking solution containing 10% goat serum (Vector Laboratories) and 3% BSA (Sigma). The primary and secondary antibodies specifications and dilutions are at 1:500 and 1:2000, respectively. All slides were incubated with primary antibodies at 4°C overnight, washed 3×5 min with PBST and subsequently incubated with suitable Alexa Fluor secondary antibodies for 1 hour at room temperature, followed by a 3 × 5 min washes with PBST. Slides were mounted with VECTASHIELD PLUS Antifade Mounting Medium with DAPI (Vector Laboratories) and imaged the following day using a Zeiss Axio inverted microscope. Images were then processed to increase brightness and contrast using Photoshop.

### Hybridization chain reaction

PFA fixed seminal vesicle were prepared and sectioned as above. DNA probes sets and DNA HCR amplifiers were purchased from Molecular Instruments. The sequences used for probe design were transcript ENSMUST00000026893.6 for mature *Tgm4* transcript and the intron 1–2 for pre-*Tgm4* transcript (Supplementary Fig. 4c and d). The experiment was performed following manufacturer's manual. Briefly, after a series of dewaxing steps, the tissue sections were rehydrated through a serious of ethanol solutions. The sections were pretreated with citrate buffer (pH at 6.0) in microwave for 15 min. After cooling to room temperature, the slides were incubated in PBST at room temperature for 10 min. Prehybridization was carried out in a humidified box at 37°C for 10 min, followed by hybridization at 37°C overnight. After 3 washes with probe wash buffer and 5×SSCT, signal amplification was performed with hybridization chain reaction (HCR) at room temperature in a humidified box overnight. After 4 washes with 5×SSCT, Slides were mounted with VECTASHIELD PLUS Antifade Mounting Medium with DAPI (Vector Laboratories) and imaged with a Zeiss Axio inverted microscope and Nikon confocal microscope. Images were then processed to increase brightness and contrast using Fiji software.

## Results

### Tissue collection and single-cell RNA-seq

We set out to generate a single-cell RNA-seq atlas of the murine seminal vesicle to define cell types comprising this tissue and to characterize the gene expression programs for the various cell populations present. A typical tissue preparation is shown in Supplementary Fig. 1. As seminal fluid composition can be influenced by diets and other stressors, we collected tissues from animals across a range of ages (from ∼12 weeks to ∼28 months of age) and subject to various dietary challenges from caloric restriction to high fat diet exposure (Materials and Methods). 

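Tissue of 23 mice, labelled as seminal vesicle, was dissociated, and its cells were captured in droplets where each RNA molecule receives a UMI (unique molecular identifier), a short barcode by which it is counted once. The authors deposited the number of UMIs counted on each gene in each cell, as 1 table per mouse and without normalization. In the aging pool, 10 C57BL/6J mice were labelled with sample tags and run together, with 2 mice at 3 months and 2 mice each at 20 and 28 months with and without rapamycin. In the diet pool, 8 FVB/NJ mice of 3 months were tagged and run together, 2 each on the control, caloric restriction, high fat and low protein diets. The other 5 FVB/NJ mice were run as single-mouse libraries. These were 1 mouse each on the control, high fat and low protein diets (the diet single-mouse libraries), and a young individual of 3 months and an old individual of 18 months on the control diet. The young and the old individual held almost no *Svs5* (3.62 and 3.11 CPM, against at least 34489 CPM in each other mouse), and values over all 23 mice include them. The authors counted the pools with Cell Ranger 6.0.1 and the single-mouse libraries with Cell Ranger 3.1.0, on references that differ in their genes. Only the 30406 genes whose Ensembl identifier is in both references were used, and the remaining genes held between 0.0114% and 0.433% of the UMIs of a mouse. After the filter on cells, and rounded to 6 digits, a mouse of the aging pool held between 1711340 and 14753300 UMIs (median 4929380), a mouse of the diet pool between 974010 and 9832800 (median 3602100) and a single-mouse library between 24827100 and 46338700 (median 36580700). All C57BL/6J mice were in the aging pool, so strain could not be separated from flow cell. Most of them were 20 or 28 months old, and all FVB/NJ mice but the old individual were 3 months old. Strain was therefore largely tied to age as well. Values are given per mouse, because cells of 1 mouse are not independent replicates.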

Altogether, we generated data for a total of 23 samples (Supplementary Table 1, Supplementary Fig. 2), using the 10 × Genomics microfluidic platform for cell barcoding. 

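Cells with at least 500 genes, at least 200 UMIs and at most 10% of their UMIs on mitochondrial genes were kept. Of the 53352 cells deposited, 40342 passed, with a mean of 6965 UMIs per cell (SD of the means of the mice 4171, n = 23 mice), a median of 3043 UMIs and a median of 1014 genes. In these cells 23630 of the shared genes had at least 1 UMI. A mitochondrial limit of 1%, as the methods write it, left 2615 cells with a mean of 17229 UMIs per cell. Because that number lay more than 1.5 times away from the number of cells in the paper, the limit was read as 10%, by a rule set in advance. Without a mitochondrial limit, 42790 cells passed with a mean of 6736 UMIs.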

After quality control measures (removing empty drops and low quality cells) we captured a total of 47,804 cells with an average of 6053 (median: 2402) unique molecular identifiers (UMIs) per cell. As expected, our pseudobulk dataset was broadly consistent (R^2^ ∼ 0.64) with a prior bulk RNA-seq dataset from this tissue (Skerrett-Byrne, Nixon, *et al.* 2021).

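Between 174 and 1114 cells per mouse passed the filter in the diet pool (median 658.5, n = 8 mice) and between 244 and 809 in the aging pool (median 483, n = 10 mice). For exploratory tests of exposure, the UMIs of the secretory cells were summed per mouse and compared with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. The control mouse with the fewest secretory cells contributed 14 of them. Between 3 mice on the high fat diet and 3 on the control diet, with pool or single-mouse library as a block, 0 of 7094 genes passed an adjusted p of 0.05, and 166 had an unadjusted p under 0.05. Between 3 mice on the low protein diet and 3 on the control diet, 3 of 6991 genes passed, and 155 had an unadjusted p under 0.05. For a linear trend with age over the 10 mice of the aging pool, with rapamycin as a covariate, 0 of 6797 genes passed, and 389 had an unadjusted p under 0.05. Without a filter on low counts, 18, 39 and 205 genes passed for the high fat diet, the low protein diet and age. With DESeq2, which was given 15692, 15598 and 16643 genes before its own filter on low counts, 0, 0 and 16 passed.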

As the seminal vesicle is one of the last major tissues in mammals which has not been subject to single-cell RNA-seq, we focus primarily on detailing the major cell types revealed in the complete dataset; dietary and age effects on the seminal vesicle will be explored in follow-up efforts, as we do not have sufficient cells for any individual exposure in this dataset to robustly identify diet or age-specific effects on this tissue (Supplementary Fig. 2). That said, overall cell composition was consistent across genotypes and exposure conditions (Supplementary Fig. 2a), and key measures of dataset quality—fraction of mitochondria-derived reads, number of doublets, etc.—were similar across all samples (Supplementary Fig. 2b–e). Thus, although we have some preliminary evidence for modest diet and aging effects on gene regulation in the seminal vesicle (not shown), we emphasize that the atlas documented here is broadly robust to 2 genetic backgrounds, 4 ages, and 5 dietary conditions.

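The share of each cell class was computed per mouse over the cells left after doublet removal, with classes named from marker genes. Over all 23 mice, fibroblasts made up 22.6% ± 12.4 of cells (SD, n = 23), secretory cells 18.5% ± 21.6, basal cells 10.8% ± 7.59, macrophages 10.2% ± 7.59 and T/NKT cells 7.08% ± 5.12. Shares between the 10 C57BL/6J and the 13 FVB/NJ mice were compared with a two-sided permutation test of the difference in means, adjusted over 13 classes. In 9 of the 13 classes the adjusted p was under 0.05. Basal cells made up 4.42% ± 1.67 (SD, n = 10) in C57BL/6J and 15.7% ± 6.64 (SD, n = 13) in FVB/NJ mice (permutation test, adjusted p = 8.67e-05). Macrophages made up 16.6% ± 5.75 in C57BL/6J (n = 10) and 5.35% ± 4.61 in FVB/NJ mice (n = 13; permutation test, adjusted p = 0.000162), and T/NKT cells 11.1% ± 4.36 and 4.02% ± 3.24 (permutation test, adjusted p = 0.000624). B cells (6.11% and 0.128%), lymphatic endothelial cells (1.80% and 0.543%), dendritic cells/monocytes (3.11% and 1.47%) and prostate-like cells (5.51% and 2.21%) had higher means in C57BL/6J, and pericytes (0.591% and 1.86%) and smooth muscle cells (1.48% and 10.3%) in FVB/NJ mice. The B cell shares of C57BL/6J mice were skewed, with a median of 2.42% and a highest mouse at 33.8% (SD 9.99, n = 10). Secretory, fibroblast, endothelial and Schwann cells did not pass (adjusted p between 0.0508 and 0.395, permutation test). Within each pool, where the flow cell is shared, the exposure groups of 2 mice each were compared with an exact permutation test of the F statistic. After adjustment over 26 tests none passed (lowest adjusted p = 0.248, exact test), and 3 had an unadjusted p under 0.05, for fibroblasts, smooth muscle cells and endothelial cells of the diet pool. The smallest p that the groups allow is 0.00106 in the aging pool and 0.00952 in the diet pool by the exact test, so a single class of the diet pool could not have passed on its own. With a mitochondrial limit of 1%, 2 of 11 classes passed between strains. Without the young and the old individual, a comparison chosen after the data had been seen, 8 of 13 classes passed. Prostate-like cells and dendritic cells/monocytes then did not (permutation test, adjusted p = 0.0744 for both), Schwann cells did (adjusted p = 0.0206), and smooth muscle cells made up 6.68% ± 6.05 (SD, n = 11) in FVB/NJ mice.

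**Figure D1:**
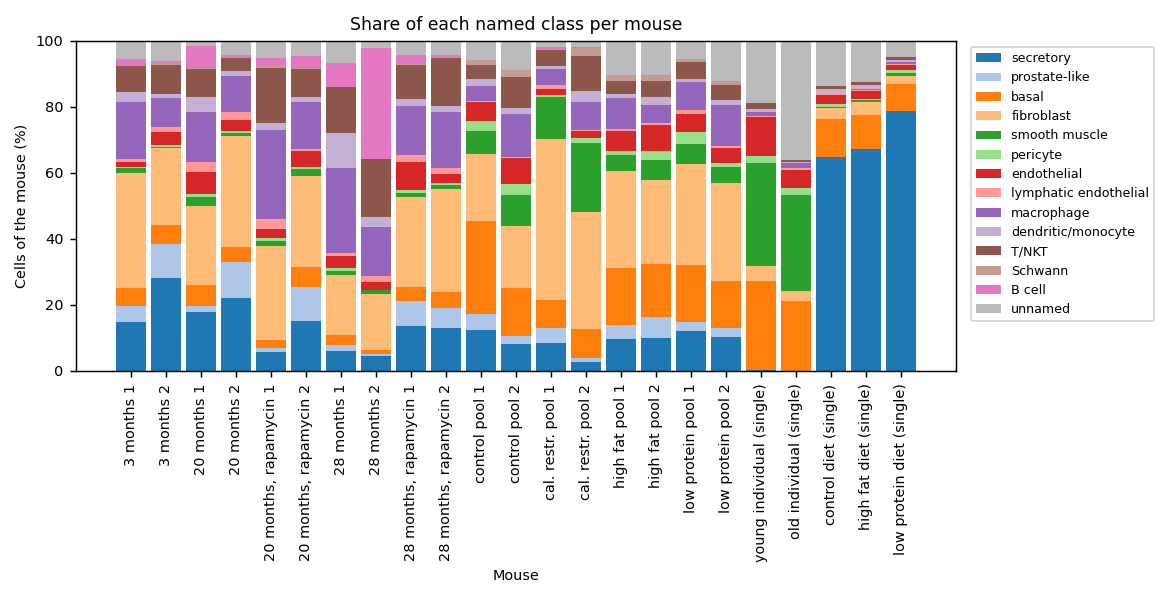
Share of cells in each class (vertical axis, percent of the cells of a mouse) for each of the 23 mice (horizontal axis), grouped by pool or library, as stacked bars. Secretory cells fill at least 64.8% of each bar of the diet single-mouse libraries and at most 12.5% of each bar of the diet pool.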

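The 3 sets of libraries of FVB/NJ mice differed in composition. Secretory cells made up 9.25% ± 3.07 (SD, n = 8 mice) of cells in the diet pool, 70.1% ± 7.40 (SD, n = 3) in the diet single-mouse libraries, and 0.0942% and 0.0355% in the young and the old individual, where 8 and 3 cells lay in clusters named secretory. These 11 cells held 0 *Svs5* UMIs among 75228 and 12394 UMIs, so the name does not describe them. Between the diet pool and the diet single-mouse libraries, which share strain, age and the 3 diets other than caloric restriction, the difference was 60.9 percentage points (exact permutation test, two-sided, p = 0.00606, the smallest that 165 splits allow). In the aging pool, secretory cells made up 14.1% ± 7.51 (SD, n = 10). Secretory cells were thus found in 21 mice. Of the other classes named in any mouse, basal, fibroblast, smooth muscle, pericyte, endothelial, lymphatic endothelial, macrophage, dendritic/monocyte and T/NKT cells were found in all 23 mice. Prostate-like cells were found in 20 mice, Schwann cells in 19 and B cells in 15.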

### Overview of cell composition of the mouse seminal vesicle

To visualize the cell types that comprise the seminal vesicle we clustered all 47,804 cells and visualized cell populations using the Uniform Manifold Approximation and Projection (UMAP) visualization. 

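For clustering, the cells with the highest doublet scores of each library were left out, and 38589 of the 40342 cells remained. The score followed Scrublet's method. The number left out was set by 0.8% expected doublets per 1000 cells of a library, divided in the pools by the number of mice, because the sample tags mark droplets with cells of 2 mice. Pearson residuals of the UMI counts were computed within each library over 2000 variable genes. The genes that the paper names were excluded from these, so that clusters were not built from them. Leiden clustering at resolution 1, on 30 principal components and 15 nearest neighbours, gave 40 clusters. Resolution 2 moved this number most, to 59, and a mitochondrial limit of 1% gave 23. A cluster took the name of a class when the mean log2 ratio of the class's markers to the median cluster was at least 3, when a share of at least 0.75 of the markers was raised, and when no unrelated class scored over 0.7 of that ratio. In all, 11 clusters with 6410 cells (16.6%) were left unnamed, not all of them by these limits. A further limit, that a class's markers reach on average 0.2 of their level in the highest cluster, was set after the data had been seen. It left unnamed a cluster of 458 cells in which the mean of the prostate-like markers was raised. These cells made up 2.93% ± 1.17 (SD, n = 10 mice) of the cells of a mouse in the aging pool, 6.39% ± 4.11 (SD, n = 8) in the diet pool, 0.0354% ± 0.0159 (SD, n = 3) in the diet single-mouse libraries, and on average 0.0118% in the young and the old individual. Another 1189 cells with raised fibroblast markers and a median of 1013 UMIs were left unnamed for their low number of UMIs. They made up 9.77% ± 4.93 (SD, n = 3) of cells in the diet single-mouse libraries, 1.06% ± 1.03 (SD, n = 10) in the aging pool and 0.105% ± 0.213 (SD, n = 8) in the diet pool, and 0 of 16941 cells in the young and the old individual.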

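For each cell class the UMIs of its cells were summed per mouse and compared with the sum of all other named cells of the same mouse by edgeR's quasi-likelihood test, with the mouse as a block and TMM normalization. Mice with at least 10 cells on each side entered, and between 5047 and 9387 genes were tested per class. Of the 24 genes that the paper names for 9 of the classes, all 24 were higher in their class at an adjusted p of 0.05, both over all genes tested and adjusted over the list alone. The list names clusters in part, and 7 of the 24 genes (*Dnase2b*, *Krt8*, *Col6a5*, *Ctsb*, *Ccl3*, *Cd74* and *Cd28*) were used neither for clustering nor for naming. In basal cells, *Cldn4* (ENSMUSG00000047501, chromosome 5, 134945119 to 134946934) had a log2 fold change of 2.08 (standard error 0.303, adjusted p = 1.53e-06 from edgeR, higher in 22 of 22 mice). *Krt8* (ENSMUSG00000049382, chromosome 15, 101996698 to 102004482) had the smallest log2 fold change of the list, 1.39 (standard error 0.310, adjusted p = 0.000362 from edgeR, higher in 19 of 22 mice). In fibroblasts, *Col6a5* (ENSMUSG00000091345, chromosome 9, 105856078 to 105960643) had a log2 fold change of 7.46 (standard error 0.534), with 379 ± 948 CPM after TMM normalization (SD, n = 23 mice) against a mean of 0.966 CPM in other cells. *Col1a1* and *Gsn* had log2 fold changes of 5.22 and 4.35 in fibroblasts. Smooth muscle cells had log2 fold changes of 6.04 for *Tpm2* and 7.29 for *Myh11* over 14 mice, and endothelial cells 5.68 for *Emcn* and 6.41 for *Pecam1* over 21 mice. Apart from *Krt8*, each gene was higher in its class in every mouse tested. Library size in place of TMM also called 24 of the 24 genes. Coordinates are those of GRCm38 in GENCODE vM21.

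**Figure D2:**
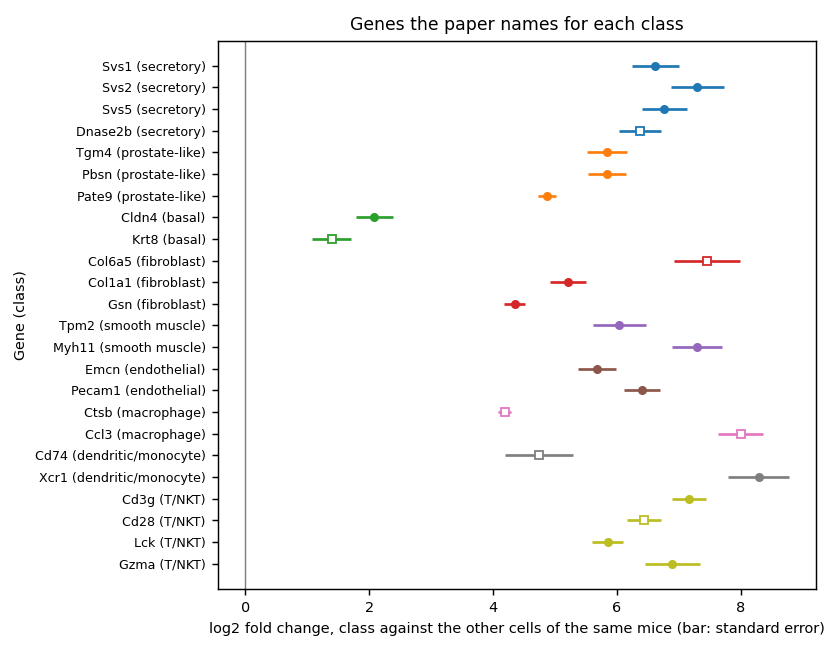
Log2 fold change of each of the 24 marker genes in its class against the other named cells of the same mouse (horizontal axis, bars show the standard error), with the genes grouped by class on the vertical axis and squares for genes that were not used to name clusters. All points lie above 0, from 1.39 for Krt8 to 8.30 for Xcr1.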

We find 7 large clusters of cells (Fig. 1a), which we annotate based on marker genes (Figs. 1b and c, Supplementary Tables 2-3) and which correspond to secretory epithelial cells (with a primary population defined by *Svs1*, *Svs5*, etc., along with one unanticipated population of prostate-like cells; see below), basal cells (*Cldn4*, *Krt8*), stromal cells including fibroblasts (*Col6a5*, *Col1a1*, *Gsn*), smooth muscle (*Tpm2*, *Myh11*), and endothelial cells (*Emcn*, *Pecam1*). Additionally, we observe 3 groups of immune cells including a cluster comprised of macrophages (*Ctsb*, *Ccl3*), a cluster of monocytes/dendritic cells (*Cd74*, *Xcr1*), and a cluster of T (*Cd3g*, *Cd28*, *Lck*) and presumptive NKT cells (*Cd3g*, *Gzma*). 

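In macrophages, *Ctsb* (ENSMUSG00000021939, chromosome 14) had a log2 fold change of 4.19 (standard error 0.107, adjusted p = 5.35e-22 from edgeR) against the other cells of the same mouse, and *Ccl3* (ENSMUSG00000000982, chromosome 11) of 8.00 (standard error 0.365, adjusted p = 4.35e-17), both higher in 21 of 21 mice. In dendritic cells/monocytes, *Cd74* (ENSMUSG00000024610, chromosome 18) had a log2 fold change of 4.74 (standard error 0.543, adjusted p = 7.11e-08) and *Xcr1* (ENSMUSG00000060509, chromosome 9) of 8.30 (standard error 0.491, adjusted p = 3.15e-12), both over 16 mice. *Xcr1* reached 96.1 ± 51.7 CPM after TMM normalization (SD, n = 16 mice) in these cells and 0.372 ± 0.697 CPM in the others. In T/NKT cells of 23 mice, the log2 fold changes were 7.17 for *Cd3g*, 6.44 for *Cd28*, 5.85 for *Lck* and 6.90 for *Gzma*. These classes held 1408 macrophages, 489 dendritic cells/monocytes and 1133 T/NKT cells.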

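Pericytes numbered 575 cells, 1.31% ± 1.06 of the cells of a mouse (SD, n = 23 mice), and lymphatic endothelial cells numbered 240, 1.09% ± 0.814 (SD, n = 23), with cells of both classes in all 23 mice. Schwann cells numbered 84 in 19 mice, 0.623% ± 0.772 (SD, n = 23), and 69 of them came from the diet pool. A cluster of 405 cells named from B cell markers held 388 cells of the aging pool.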

Several smaller clusters are also identified, corresponding to lymphatic endothelial cells, pericytes, and Schwann cells. Altogether, these cell types include all the major cell types found in histological studies (Hayward, Baskin, Haughney, Cunha, *et al.* 1996; Hayward, Baskin, Haughney, Foster, *et al.* 1996; Mullen *et al.* 2003; Deleage *et al.* 2011; Wang *et al.* 2023). Notably, the 20 most abundant SV RNAs (with the exception of *Eef1a1*) identified via bulk RNA-sequencing (Skerrett-Byrne, Nixon, *et al.* 2021) derive from secretory epithelial cells, as would be expected, with various remaining SV transcripts being contributed by the full range of cell types identified here. Below, we isolate each of the major cell types for reclustering to explore possible specialization within each cell population.

**Fig. 1.**
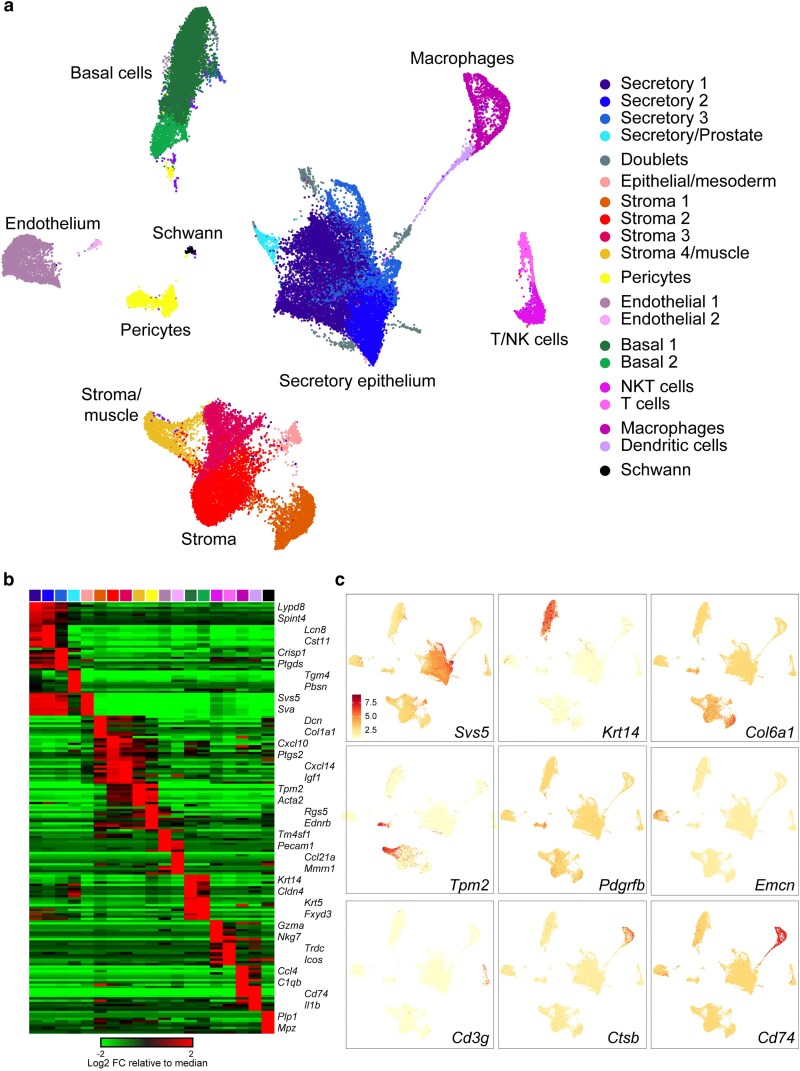
Major cell populations comprising the murine seminal vesicle. a) Overview of full dataset. UMAP visualization of all cells in the dataset, annotated according to inferred cell type. b) Heatmap showing the 20 most enriched genes for each of the 21 clusters in the full dataset. c) UMAPs colored according to expression of marker genes for major cell types in the seminal vesicle.

### Support cells: fibroblasts, smooth muscle, endothelium, and basal epithelial cells

We begin by briefly discussing the various support cells which are common to many or most multicellular tissues and are identified in our seminal vesicle dataset (Fig. 1). These include 3 large clusters, each comprised of several subpopulations: stromal cells (fibroblasts and muscle), basal epithelial cells, and endothelial cells. Other support cell types included 2 smaller clusters, representing pericytes—contractile cells that envelop capillaries in many tissues—and Schwann cells, a type of glial cell which myelinates peripheral neuronal processes. Overall, we find little evidence for meaningful heterogeneity among the populations of basal cells, endothelium, pericytes, or Schwann cells; we therefore do not further discuss them here.

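Heterogeneity within a class was measured on 10 draws of 300 cells per class, each with at most 40 cells of 1 mouse and every cell thinned to 1000 UMIs, so that classes did not differ in cells or total UMIs. The mean silhouette width compares how close a cell lies to its own subcluster and to the next one. It was 0.171 ± 0.0175 (SD over 10 draws) for basal cells, with 6.7 subclusters on average, and 0.217 ± 0.0161 for endothelial cells, with 9.6 subclusters. With log-normalised values in place of Pearson residuals, the widths were 0.181 for basal and 0.186 for endothelial cells. Pericytes and Schwann cells were not measured this way. The SD covers the draws and not the spread between mice. Cells of all 23 mice could be drawn, the young and the old individual included, and no width was measured without these.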

In contrast, there was clear evidence for heterogeneity in the large group of stromal/fibroblast/muscle cells, motivating us to recluster these cell populations (Supplementary Fig. 3) to explore any diversity in cell populations that might be obscured in the whole tissue visualization. Although we did not identify well-separated clusters, there was nonetheless substantial gene expression heterogeneity across the large stromal cell cluster. 

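Measured in the same draws, the mean silhouette width was 0.195 ± 0.0270 (SD over 10 draws) for fibroblasts, with 8 subclusters on average, and 0.223 ± 0.0174 for smooth muscle cells, with 6.5 subclusters. The value for fibroblasts lay within 1 SD of that for endothelial cells and above that for basal cells by about the SD of the draws. With log-normalised values the widths were 0.191 for fibroblasts and 0.244 for smooth muscle cells.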

We find 3 subtypes of fibroblasts: in addition to the bulk of fibroblasts, we find a myoid fibroblast population expressing *Tpm2*, *Myh11*, and other muscle markers, as well as a distinctive *Angptl7*-positive population of fibroblasts (Supplementary Fig. 3). 

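The 9695 fibroblasts and smooth muscle cells were clustered again by the same steps. Subclusters in which the mean of *Angptl7* (ENSMUSG00000028989, GRCm38 chromosome 4, 148495183 to 148500460) was at least 4 times the mean over subclusters held 610 cells, from all 23 mice. They made up 13.2% ± 14.0 of the stromal cells of a mouse (SD, n = 23). The share was 8.60% ± 4.26 (SD, n = 10) in the aging pool, 9.57% ± 4.33 (SD, n = 8) in the diet pool, 46.2% ± 7.28 (SD, n = 3) in the diet single-mouse libraries, and on average 0.810% in the young and the old individual. The 3 diet single-mouse libraries had 113 to 165 stromal cells each. Another 1133 of their cells had fibroblast markers but were left unnamed for a low number of UMIs. With these counted as stroma without raised *Angptl7*, an alternative chosen after the data had been seen, the share was 13.6% ± 2.75 (SD, n = 3). Subclusters in which smooth muscle markers, among them *Tpm2* and *Myh11*, were raised made up 13.4% ± 11.5 of stromal cells (SD, n = 23). The share was 41.1% and 48.7% in the young and the old individual, which held 5740 of the 9695 stromal cells, and at most 25.2% in the other mice. The other subclusters made up 67.0% ± 22.5. They held 5773 cells, of which 2718 had been named smooth muscle in the full dataset, so this share is not one of fibroblasts alone. A further 6.47% ± 8.99 lay in subclusters whose leading genes belong to other classes. Leiden resolution 2 moved the share with raised *Angptl7* most, to 33.2% ± 16.6 (SD, n = 23), and with log-normalised values it was 0% in all 23 mice.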

*Angptl7*-positive fibroblasts were previously identified as a subepithelial fibroblast subpopulation in single cell studies of the uterine endometrium and are predicted to play roles in antigen presentation and regulation of immune responses (Kirkwood *et al.* 2021). Altogether, we confirm the presence of a fairly typical repertoire of stromal and support cells in the seminal vesicle.

### Secretory epithelial cells

We next turn to the secretory epithelial cells, which are primarily responsible for producing the bulk of the fluid secreted by the seminal vesicles. Seminal vesicle secretory epithelial cells are readily identified by high level expression of genes encoding well-known seminal vesicle proteins: *Svs1*, *Svs2*, *Svs5*, and so forth (Figs. 1c, 3a). 

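In secretory cells, *Svs5* (ENSMUSG00000017004, GRCm38 chromosome 2, 164332740 to 164334396) reached 591666 ± 234329 CPM after TMM normalization (SD, n = 21 mice), against 15951 ± 35380 CPM in the other cells of the same mice, a log2 fold change of 6.77 (standard error 0.362, adjusted p = 1.27e-14 from edgeR). *Svs2* (ENSMUSG00000040132, chromosome 2, 164235929 to 164238466) had a log2 fold change of 7.30 (standard error 0.424, adjusted p = 5.87e-14). *Svs1* (ENSMUSG00000039215, chromosome 6, 48986861 to 48991722) had a log2 fold change of 6.62 (standard error 0.378, adjusted p = 4.32e-14). All 3 genes were higher in secretory cells in 21 of 21 mice, and they also served to name these clusters. On average *Svs5* took 27.2% of the UMIs of secretory cells, *Svs4* 14.4%, *Svs2* 11.03% and *Svs6* 4.97%.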

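*Dnase2b* (ENSMUSG00000028185, GRCm38 chromosome 3, 146580985 to 146615596) was not used to name the secretory clusters. It reached 961 ± 345 CPM after TMM normalization (SD, n = 21 mice) in secretory cells and 22.1 ± 39.7 CPM in the other cells of the same mice. The log2 fold change was 6.37 (standard error 0.340, adjusted p = 1.25e-14 from edgeR, 9173 genes tested), and *Dnase2b* was higher in secretory cells in 21 of 21 mice. Scaling by library size alone, which does not correct for the share of UMIs that the *Svs* genes take, moved the log2 fold change most, to 4.30 (adjusted p = 1.71e-12 from edgeR).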

Perhaps the most surprising marker of this cell population is *Dnase2b*, which encodes a relatively understudied class II DNase best known for its role in clearing cell free DNA during lens development in the eye (Nishimoto *et al.* 2003). Indeed, high level expression of *Dnase2b* has been observed both in a prior RNA-seq survey of the seminal vesicle (Skerrett-Byrne, Nixon, *et al.* 2021), and the encoded protein is abundant in proteomic analyses of murine seminal vesicles and seminal vesicle fluid (Dean *et al.* 2009; Chang *et al.* 2010; Bayram *et al.* 2020; Skerrett-Byrne, Trigg, *et al.* 2021; Smyth *et al.* 2022), although its function in reproductive biology remains obscure.

To explore the potential for functionally-specialized secretory cells in the seminal vesicle, we extracted *Svs*-positive cell populations (Fig. 1a) for reclustering. 

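Secretory cells had a mean silhouette width of 0.0853 ± 0.0267 (SD over 10 draws of 300 cells thinned to 1000 UMIs), with 6.2 subclusters on average. With log-normalised values the width was 0.0768. In both settings this was lower than in basal, endothelial, fibroblast and smooth muscle cells drawn the same way. The other classes also drew on the young and the old individual, which held only 8 and 3 cells named secretory. How far this moved the widths of the other classes was not measured, here or in the setting that follows. The secretory products fill most of the 1000 UMIs of a secretory cell. In a setting chosen after the data had been seen, the products were left out before thinning. The width was then 0.170 ± 0.0316 in secretory cells (SD over 10 draws). It was 0.162 ± 0.0164 in basal cells and 0.183 ± 0.0155 in fibroblasts. In endothelial and smooth muscle cells it was 0.216 ± 0.0248 and 0.217 ± 0.00979. When other genes had equal depth, the lower width of secretory cells thus held against endothelial and smooth muscle cells. It did not hold against basal cells, and the difference from fibroblasts was smaller than the SD of the draws.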

Overall we find a relatively homogeneous population (Fig. 2a), with 2 notable subclusters (Fig. 2b). 

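*Atf3* (ENSMUSG00000026628, GRCm38 chromosome 1, 191170296 to 191218039) encodes a stress-responsive transcription factor. Its relation to *Svs5* across the main secretory cells was measured as Spearman's rho within each mouse after every cell had been thinned to 1000 UMIs, so that depth was equal. In all, 14 mice had at least 50 such cells, and 8772 cells entered. At this depth *Atf3* was detected in between 28.2% and 73.2% of the cells of a mouse. The median rho was -0.271 (SD 0.135, n = 14 mice) and ranged from -0.403 to 0.0249. It was below 0 in 13 of 14 mice (exact sign test, two-sided, p = 0.00183). The value of a mouse comes from a single draw of its UMIs and moved between draws. Control diet pool replicate 1 had 0.0249, and -0.254 and -0.182 in other draws. The range and SD over mice thus include the spread of the draw. Within the aging pool, rho was below 0 in 7 of 7 mice with a median of -0.289. In FVB/NJ mice it was below 0 in 6 of 7 with a median of -0.110, from -0.350 to 0.0249 in 4 mice of the diet pool and from -0.110 to -0.101 in the 3 diet single-mouse libraries. Because *Svs* RNA fills a large part of each cell's UMIs, the thinning was repeated to 500 UMIs outside the secretory products, and the median rho was -0.159 (12 of 14 mice below 0, exact sign test, p = 0.0129). Keeping the prostate-like and proliferating cells moved the value most, to a median rho of -0.423 (16 of 16 mice below 0). A rho of 0 is not the level of other genes. In another draw of the UMIs, 200 genes matched to *Atf3* in mean level had a median rho of -0.0746 with *Svs5*, *Atf3* had -0.268, and 7 of the 200 had a lower median rho. Against the matched genes within each mouse, a test chosen after the data had been seen, *Atf3* was lower in 13 of 14 mice (median difference -0.167, SD 0.0945, exact sign test, p = 0.00183). In the diet single-mouse libraries this difference was between -0.0872 and -0.0603. From the opposite patterns of *Svs5* and *Atf3* expression across the main cluster (Fig. 2c), the paper describes a continuous variation among secretory cells rather than separate clusters.

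**Figure D3:**
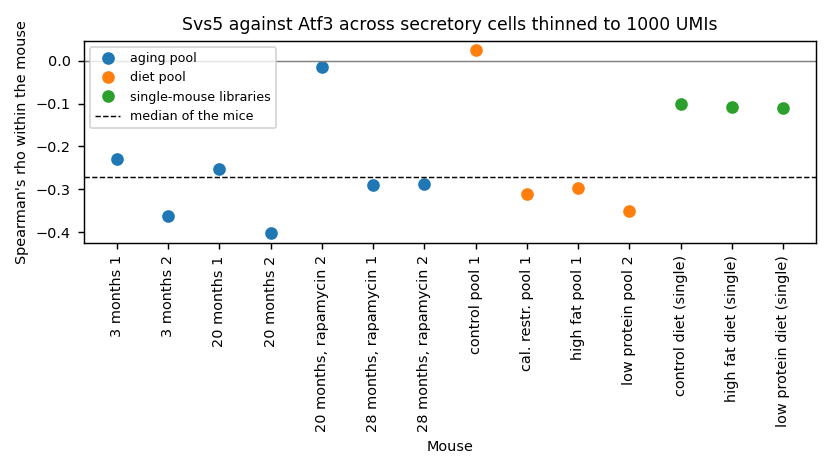
Spearman's rho between *Svs5* and *Atf3* UMIs across the main secretory cells of a mouse thinned to 1000 UMIs (vertical axis), for each of the 14 mice with at least 50 such cells (horizontal axis), 1 point per mouse. Of the 14 points, each from a single draw of the UMIs, 13 lie below 0, and the highest is 0.0249.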

Although the primary population did not separate into distinct clusters, we note some continuous variation across the cells of this main cluster, with cells expressing a gradient of *Svs5* and other SV markers anticorrelated with a gradient of *Atf3* expression (Fig. 2c). Turning to the 2 small subclusters, we identified a small population of cells (red cluster) marked by expression of various cell cycle-related genes (*Cenpa*, *Tubb5*, *Top2a*, *Cdk1*, *Mki67*), which presumably represent actively dividing epithelial cells (Fig. 2). 

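Among secretory and prostate-like cells clustered again, 1 subcluster of 37 cells had raised cell cycle markers. All 37 cells came from the 3 diet single-mouse libraries, where they made up between 0.399% and 0.535% of these cells. Over the 21 mice other than the young and the old individual, which had too few such cells, the mean share was 0.0661% ± 0.167 (SD, n = 21). In the 18 mice of the pools, 0 of 1224 cells named secretory lay in this subcluster, which allows a share of up to 0.245% by counting error alone, so a share like that of the single-mouse libraries was excluded for the sum of these mice but not for any 1 of them. Log-normalised values in place of Pearson residuals moved the mean share most, to 2.33% ± 10.6 (SD, n = 22). An SD this far above the mean shows that few mice carried the move. With 22 mice, at least 1 of the young and the old individual entered.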

More interestingly, we noted a sizable population of cells (blue cluster) expressing markers (*Tgm4*, *Pbsn*, *Pate9*) typical of the predominant luminal cell population in the prostate (Karthaus *et al.* 2020).

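Cells named prostate-like numbered 505. In the 12 mice with at least 10 of them, *Tgm4* (ENSMUSG00000025787, GRCm38 chromosome 9, 123034726 to 123067561) reached 9815 ± 2457 CPM after TMM normalization (SD, n = 12), against 231 ± 179 CPM in the other cells of the same mice. Its log2 fold change was 5.84 (standard error 0.319, adjusted p = 2.37e-12 from edgeR). *Pbsn* (ENSMUSG00000000003, chromosome X, 77837901 to 77853623) reached 6736 ± 1602 CPM with the same log2 fold change to 2 decimals (standard error 0.306, adjusted p = 1.28e-12). *Pate9* (ENSMUSG00000074448, chromosome 9, 36532397 to 36541963) had a log2 fold change of 4.88 (standard error 0.147, adjusted p = 1.36e-15). Each of these genes was higher in the prostate-like cells of 12 of 12 mice, and all 3 were among the markers that named the cluster.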

**Fig. 2.**
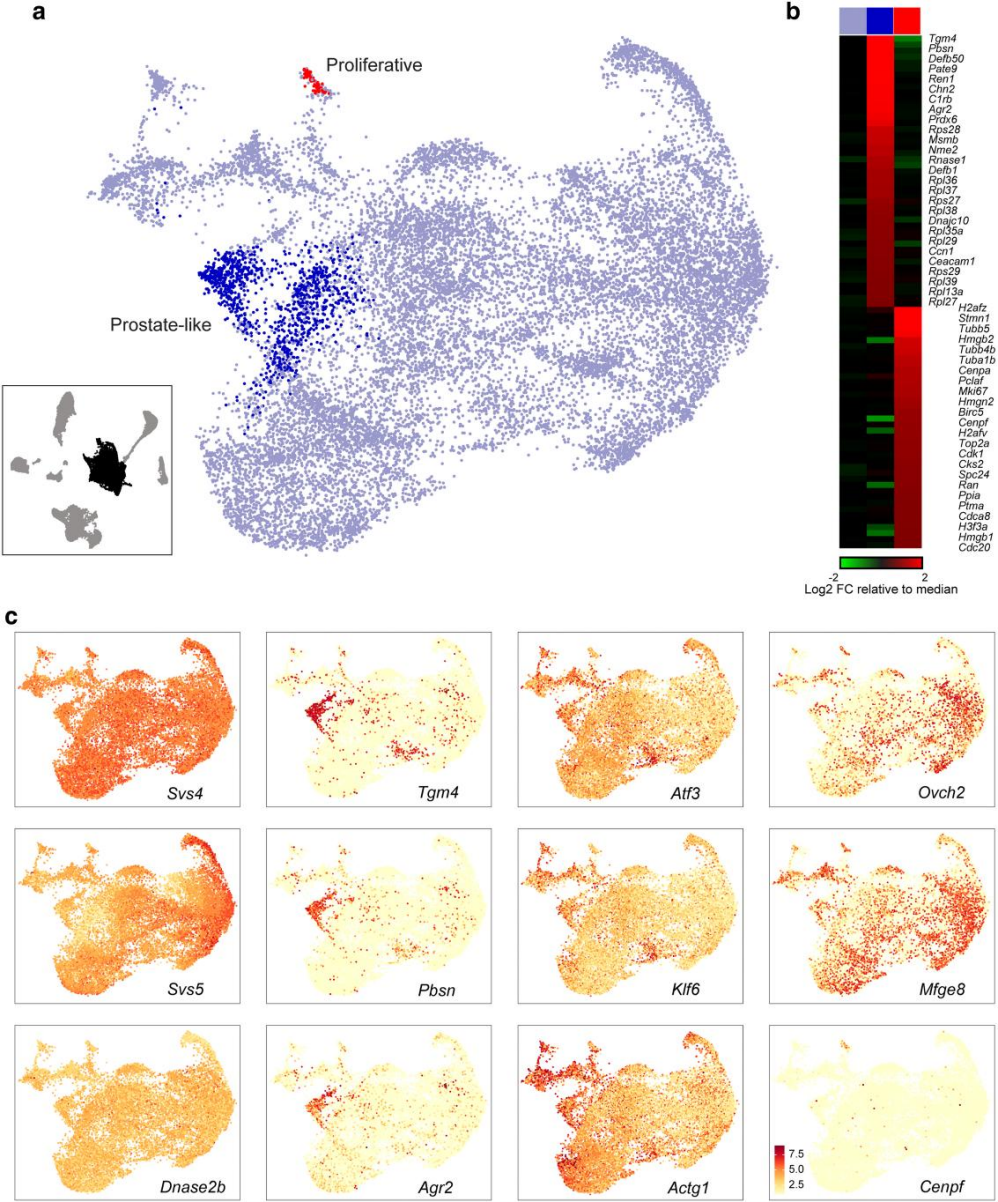
Limited diversity among secretory epithelial cells. a) Reclustering of secretory epithelial cells. Inset shows full dataset, with the cells used for reclustering highlighted in black. Main panel shows a UMAP visualization of reclustered epithelial cells, with 2 subtypes of epithelial cell labeled. b) Heatmap showing markers for the 2 minor subclasses of seminal vesicle epithelial cells. c) UMAPs colored according to expression of marker genes for major epithelial cell types.

Given the tight anatomical apposition of the seminal vesicle and prostate, we initially expected that these *Tgm4* + cells might represent contamination arising during our tissue dissections, analogous to the previously-reported contamination of prostate samples with SV epithelial cells (Karthaus *et al.* 2020). However, 5 considerations led us to explore whether these might be bona fide cell populations in the seminal vesicle itself. First, these cells were consistently observed across the 23 SV samples used in this study (Supplementary Fig. 2), spanning multiple distinct dissections by multiple experimentalists. 

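Prostate-like cells were found in 20 of 23 mice and made up 3.64% ± 3.52 of the cells of a mouse (SD, n = 23). In the aging pool they made up between 0.495% and 11.1% (294 of 4994 cells), and in the diet pool between 1.32% and 6.31% (199 of 5284 cells). In the 5 single-mouse libraries, 12 of 28311 cells were prostate-like. These were 4 of 4072 cells on the control diet, 8 of 3730 on the high fat diet, 0 of 3568 on the low protein diet, which allows a share of up to 0.0841%, and 0 of 8492 and 0 of 8449 in the young and the old individual, which allow up to 0.0353% and 0.0355%. Because the young and the old individual held almost no *Svs5*, their counts of 0 say little about seminal vesicle tissue. Log-normalised values without centring by library moved the mean share most, to 7.56% ± 6.12 (SD).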

Second, any low level of contamination by the prostate would primarily arise from the external surface of the prostate, with most cells presumably being stromal rather than epithelial in origin. Third, prior RNA-seq (Skerrett-Byrne, Nixon, *et al.* 2021) and proteomic (Skerrett-Byrne, Trigg, *et al.* 2021) analyses of the seminal vesicle revealed very high levels of the RNA and protein markers of this cell type, with for instance *Tgm4* RNA being the 23rd most abundant transcript in bulk RNA-seq, at nearly 10% the levels of the massively-expressed *Svs* genes. This would not be expected from a small amount of contamination arising during dissection. Fourth, TGM4, PBSN, and other proteins produced by these cells have been documented in very high levels in pure seminal fluid expressed from the SV (Bayram *et al.* 2020; Smyth *et al.* 2022), again arguing that these cells are likely to occur in the bona fide SV epithelium—seminal fluid obtained from the SV lumen is far less likely to be contaminated by the prostate than is SV tissue. Indeed, comparing our single cell dataset to prior proteomics data for pure seminal fluid reveals a substantial number of seminal fluid proteins that are preferentially expressed specifically in our prostate-like cluster of epithelial cells (Fig. 3a). Finally, a Cre driver based on the *Pbsn* promoter was shown to drive recombination not only in the prostate, but also in the seminal vesicle (Jin *et al.* 2003).

**Fig. 3.**
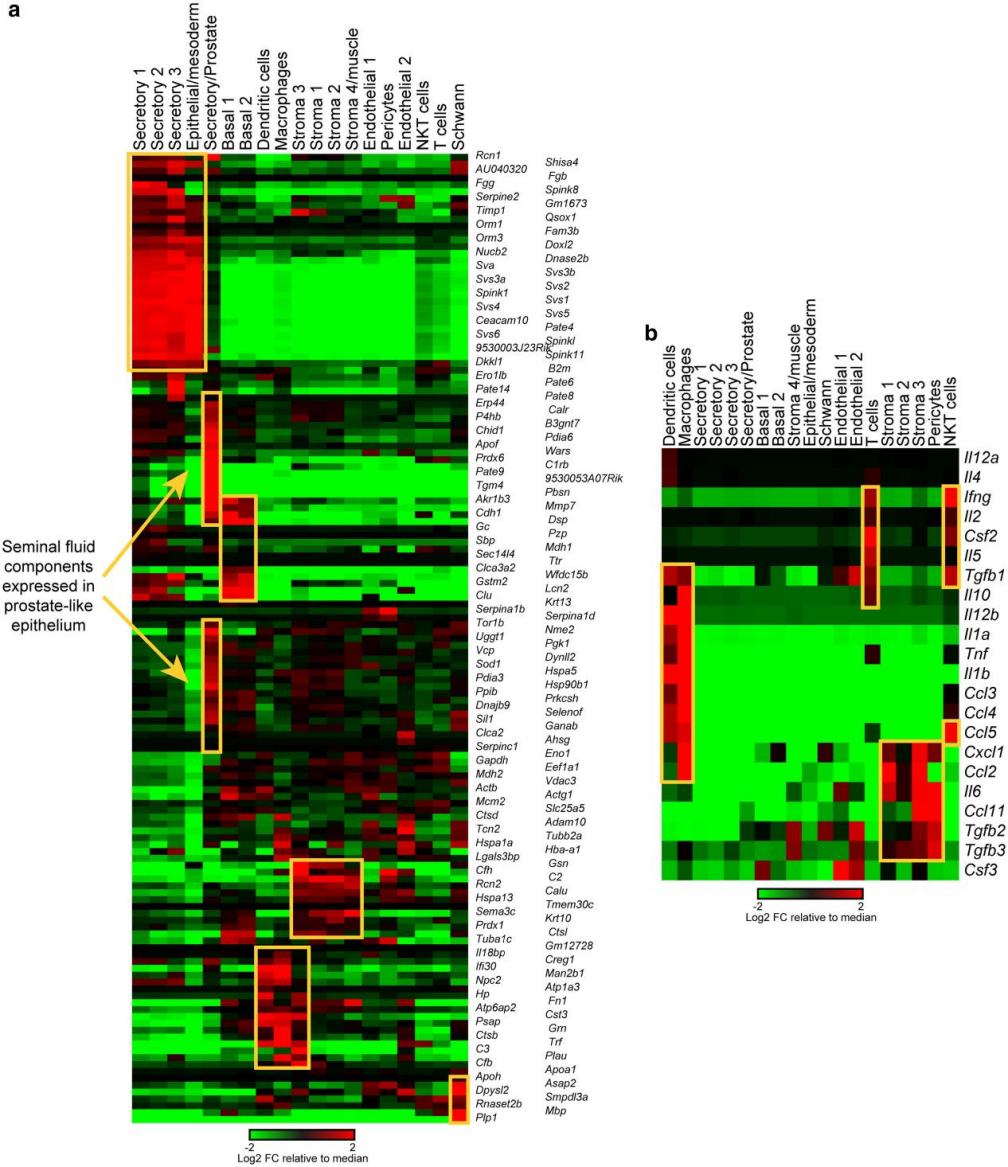
Cellular origin of seminal fluid proteins. a) Heatmap shows expression of genes encoding previously-identified abundant seminal fluid proteins (data taken from Smyth *et al.* 2022). For each gene, expression is normalized to the mean expression across all 21 clusters. Orange boxes highlight clusters of seminal fluid proteins likely to be secreted by the primary secretory epithelium, by a prostate-like epithelial cluster, by fibroblasts and stromal cells, by basal cells, and a small number of proteins potentially secreted by Schwann cells (lower right). We specifically emphasize the surprising number of presumably prostate-specific proteins found in abundance in purified seminal fluid, potentially supporting the presence either of prostate-like epithelial cells in the seminal vesicle (Fig. 2), or of a cryptic channel allowing communication between the prostate and seminal vesicle lumens. b) Expression of cytokines across our single cell dataset. As in panel (A), focusing on genes encoding cytokines previously identified in seminal fluid (Gopichandran *et al.* 2006; Schjenken *et al.* 2021). Seminal fluid cytokines are primarily linked to macrophages and T cells, with a smaller subset of seminal fluid cytokines most highly-expressed in fibroblasts/stromal cells. See also Supplementary Fig. 5.

To test the hypothesis that the *Tgm4* + cells in our seminal vesicle dataset result from prostate contamination, we carried out immunofluorescence for TGM4 in independent seminal vesicle preparations (Supplementary Fig. 4). We confirm TGM4 presence both in prostate and in the seminal vesicle, although unexpectedly we find that TGM4 protein staining is not confined to a small subpopulaton of epithelial cells (as expected from the small fraction of *Tgm*4 + cells in our RNA-seq dataset), instead finding TGM4 throughout the seminal vesicle epithelium (Supplementary Fig. 4b). We therefore visualized *Tgm4* mRNA and pre-mRNA by hybridization chain reaction (Choi *et al.* 2018) in prostate and seminal vesicle (Supplementary Fig. 4c and d). As observed for TGM4 protein, we detected *Tgm4* pre-mRNA and mature mRNA (albeit with relatively weak signal) throughout the seminal vesicle epithelium.

Altogether, our results confirm the expression of *Tgm4* in cells of the seminal vesicle. 

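*Tgm4* UMIs in the main secretory cells, without the prostate-like cells, were compared with those in fibroblasts, smooth muscle, endothelial and immune cells of the same mouse, which give the level of free RNA in the droplets. The comparison covered 18 mice with at least 20 cells of each kind. Main secretory cells held 3.00 more *Tgm4* UMIs per cell on average (SD of the difference 3.93, n = 18 mice), and held more in 18 of 18 mice (two-sided permutation test, p = 1e-05, the smallest it can give). In the aging pool, 53.5% ± 5.40 (SD, n = 9 mice) of main secretory cells had a *Tgm4* UMI at a median depth between 34953 and 61115 UMIs per cell, against 19.7% ± 2.21 of the cells that are not epithelial, at a median depth between 2742 and 4416 UMIs. The mean number of *Tgm4* UMIs was 5.42 ± 4.72 and 0.387 ± 0.207 per cell (SD, n = 9). In the diet pool, 15.1% ± 3.97 (SD, n = 6 mice) of main secretory cells had a *Tgm4* UMI, against 5.19% ± 0.986 of the cells that are not epithelial, with 1.58 ± 1.63 and 0.140 ± 0.0847 UMIs per cell and median depths between 20615 and 43583 and between 2401 and 2894 UMIs. In the 3 diet single-mouse libraries, 7844 main secretory cells held 4 *Tgm4* UMIs in all, and cells that are not epithelial held 0. With only 289 to 398 of the latter per library, a count of 0 was likely at an equal rate too. These 3 libraries therefore say little about direction. As a share of UMIs, which divides by the larger number of UMIs of secretory cells, the difference was 6.54 CPM (SD 68.9, n = 18; higher in 9 of 18 mice; permutation test, p = 0.817). With every cell thinned to 1000 UMIs it was 0.0367 UMIs per cell (SD 0.0807, n = 18; permutation test, p = 0.0697), and 4.01% of main secretory cells and 4.11% of the others had a *Tgm4* UMI. A mean can rest on few cells. In control diet pool replicate 1 the mean was 4.02 UMIs, while 18.2% of the 121 main secretory cells had a *Tgm4* UMI. Thinned to 1000 UMIs, 3.31% of them held all 11 UMIs. In 20 months replicate 1 the mean was 0.732, and 50% had a UMI. Whether prostate-like cells were left among the main secretory cells was not tested. A higher mean therefore does not show *Tgm4* in most main secretory cells. From its staining and expression data, the paper proposes a low level of *Tgm4* expression throughout the seminal vesicle (Supplementary Fig. 4b and d) and a possible contamination of the single cell dataset by prostate epithelial cells.

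**Figure D4:**
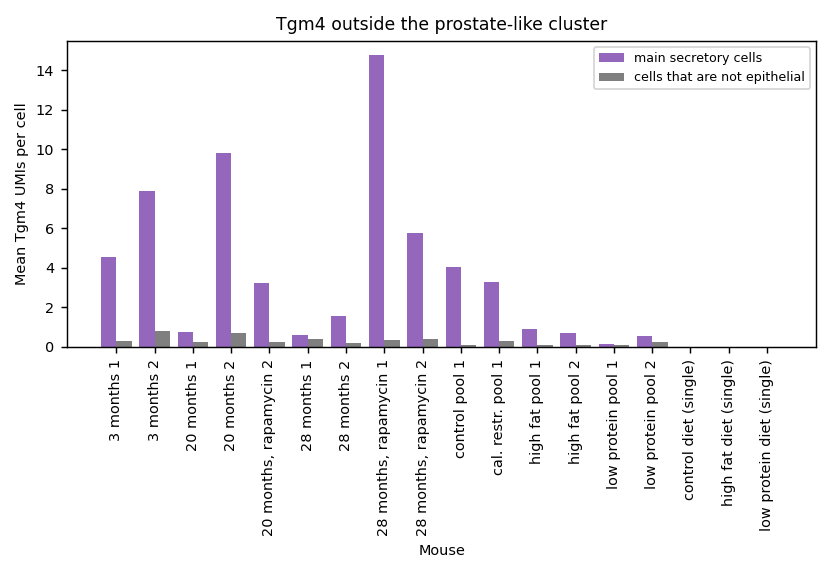
Mean number of *Tgm4* UMIs per cell (vertical axis) in main secretory cells and in cells that are not epithelial, as paired bars for each of 18 mice (horizontal axis). In the pools the bars of secretory cells are higher than those of the other cells, and in the 3 diet single-mouse libraries they are at most 0.000768 UMIs per cell.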

Beyond this, we cannot find evidence for a distinct subpopulation of *Tgm4* + epithelial cells in the seminal vesicle as observed in our single cell RNA-Seq dataset (Fig. 2); our results are instead more consistent with global low level *Tgm4* expression throughout the seminal vesicle (Supplementary Fig. 4b and d), along with possible contamination of our single cell dataset by prostate epithelial cells expressing much higher levels of *Tgm4*.

### Immune populations

Long thought to simply provide a nutritive transport medium for sperm delivery, seminal fluid is now understood to carry a wide array of signaling molecules that prepare the female reproductive tract for fertilization, implantation, and fetal development (Wolfner 2002; Robertson 2007; Noda and Ikawa 2019; Morgan *et al.* 2020; Schjenken and Robertson 2020). 

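The 13 cytokine genes that the paper's text names by source were compared between secretory cells and the class with the most CPM of that gene among macrophages, dendritic cells/monocytes, T/NKT cells and fibroblasts. The UMIs were summed per mouse and tested with edgeR's quasi-likelihood test with the mouse as a block. Of 10 genes with enough counts for the test, 10 were lower in secretory cells, both over all genes tested and adjusted over the list alone, with log2 fold changes between -10.90 for *Il1b* (standard error 0.549, n = 14 mice) and -2.97 for *Tgfb2* (standard error 0.333, adjusted p = 7.84e-09 from edgeR, lower in 20 of 21 mice). *Ccl3* (ENSMUSG00000000982, GRCm38 chromosome 11, 83647844 to 83649355) reached a mean of 4.47 CPM after TMM normalization in secretory cells and 3409 ± 1625 CPM in macrophages (SD, n = 19 mice), a log2 fold change of -9.60 (standard error 0.267, lower in 19 of 19 mice). *Il2*, *Csf2* and *Tgfb3* had too few counts for the test. Without the filter on low counts, 13 of 13 genes were lower. The comparison class was picked by its CPM in the same data, which favours a lower value in secretory cells. The counts of genes therefore say less than the fold changes. The secretory cells of 21 mice held 132 UMIs of *Ccl3*, 930 of *Ccl4*, 1318 of *Ccl5*, 1712 of *Ccl2* and 500 of *Tgfb3*. Without TMM normalization, which gives other values, *Ccl4* reached 17.1 CPM in secretory cells, 40.1 CPM in basal cells and 101 CPM in fibroblasts, against 23202 CPM in macrophages.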

In mammals, many of these signaling molecules are cytokines and other immune modulators, raising the question of which cell types secrete these factors into the seminal fluid—it is typically assumed that many of these molecules are produced by the secretory epithelial cells lining the lumen of the seminal vesicle, but we find that the genes encoding most of these cytokines (Gopichandran *et al.* 2006; Schjenken *et al.* 2021) are undetectable in this cell type (Fig. 3b, Supplementary Fig. 5, and Supplementary Table 3). We therefore extracted all presumptive immune populations from the full dataset and reclustered as described above. 

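The 3435 immune cells were clustered again by the same steps, and subclusters were named from fixed marker lists. *Cd74* (GRCm38 chromosome 18, 60803848 to 60812652) reached 30252 ± 5012 CPM after TMM normalization (SD, n = 23 mice) in the macrophages, dendritic cells and monocytes together, and 3668 ± 2658 CPM in the other immune cells of the same mice. The log2 fold change was 3.43 (standard error 0.327, adjusted p = 3.17e-10 from edgeR, higher in 23 of 23 mice). Over the 6 immune populations, 36 comparisons of a gene with its named population were set up, and 30 had enough counts for the test. All 30 were higher at an adjusted p of 0.05 over all genes tested, and also adjusted over the list alone. Without the filter on low counts, 35 of the 36 were higher. All but 4 of the genes also named the subclusters, so the tests describe these and do not test their names. Of the 4, *Trbc1* and *Trbc2* had named the T/NKT class in the full dataset.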

After reclustering, we recover 2 broad groups of immune cells—Cd74 + MHCII + antigen presenting cells and CD3+ T/NKT cells—with substantial heterogeneity within each major immune population (Fig. 4a, Supplementary Fig. 6, Supplementary Table 4).

**Fig. 4.**
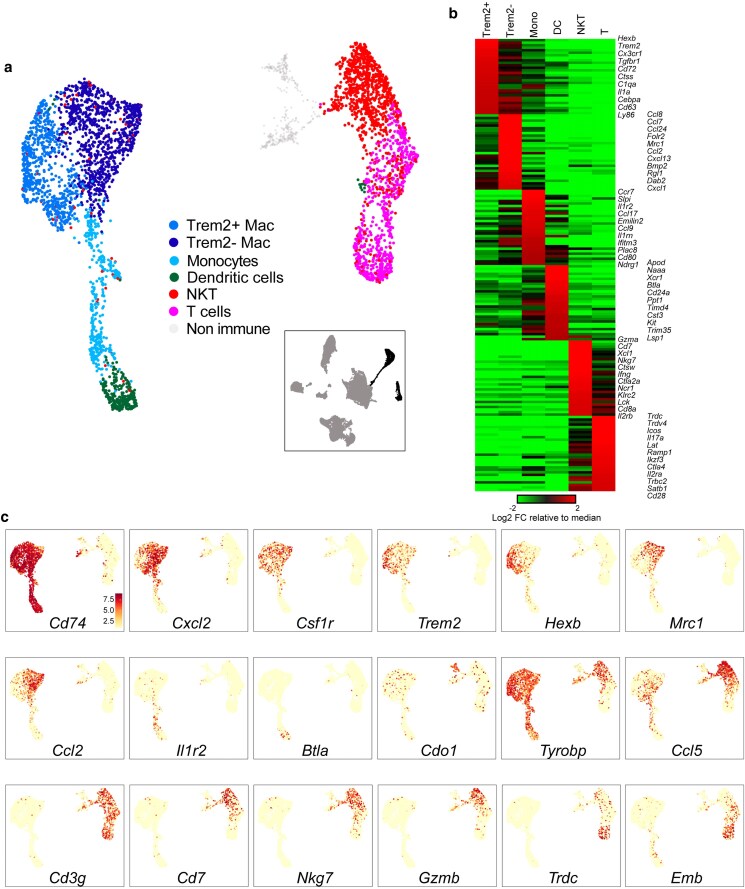
Immune populations of the seminal vesicle. a) Reclustering of seminal vesicle immune populations, as in Fig. 2a. b) Heatmap of markers for the indicated immune cell clusters. c) UMAPs colored according to marker genes of interest, as in Figs. 1c, 2c.

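Of the immune cells of a mouse, *Trem2*-negative macrophages made up 27.8% ± 10.9 (SD, n = 23 mice), *Trem2*-positive macrophages 13.6% ± 7.21, dendritic cells 7.83% ± 6.34 and monocytes 6.69% ± 5.60. Monocytes were found in 22 mice and the other 3 populations in all 23.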

Focusing first on the large cluster of *Cd74*/MHC II-positive antigen presenting cells, we identify 4 distinct populations. Two of these appear to be bona fide macrophages expressing *Csf1r*, *Il1a*, *Adgre1* (aka F4/80), *Cd68*, and *Itgam*, with *Trem2*-positive (*Cd72*, *Hexb*, *Ctsd*, *Tgfbr1*) and -negative (*Mrc1*, *Ccl8*, *Ccl7*, *Cd163*, *Bmp2*) subgroups (Fig. 4b). 

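Against the other immune cells, the sum of both macrophage populations had log2 fold changes between 1.61 for *Itgam* and 3.54 for *Csf1r* over the genes *Csf1r*, *Il1a*, *Adgre1*, *Cd68* and *Itgam* (n = 22 mice, highest adjusted p = 3.31e-08 from edgeR). *Csf1r*, *Adgre1* and *Cd68* were among the markers that had named the macrophage class. In *Trem2*-positive macrophages, *Trem2* (ENSMUSG00000023992, GRCm38 chromosome 17, 48346401 to 48354147) had a log2 fold change of 2.50 (standard error 0.222), higher in 18 of 18 mice, and *Ctsd* of 1.64, higher in 16 of 18 mice. In *Trem2*-negative macrophages, *Mrc1* (ENSMUSG00000026712, chromosome 2, 14229392 to 14332057) had a log2 fold change of 4.44 (standard error 0.174) and *Ccl8* of 5.45 (standard error 0.348), both higher in 22 of 22 mice, while *Bmp2* had 3.64. *Cd163* had too few counts for the test.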

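In dendritic cells of 9 mice with at least 10 of them, *Xcr1* had a log2 fold change of 5.11 against the other immune cells of the same mouse (standard error 0.486), *Naaa* of 4.39, *Wdfy4* of 4.34 and *Itgae* of 3.08 (standard error 0.334, adjusted p = 4.1e-06 from edgeR). Each was higher in 9 of 9 mice. *Clec9a* had too few counts for the test.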

Another group of APCs was annotated as dendritic cells based on expression of markers including *Xcr1*, *Wdfy4*, *Itgae* (aka CD103), *Clec9a*, and *Naaa*, among others. 

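Monocytes could be compared in 7 mice. The log2 fold change against the other immune cells was 2.96 for *Ccl22* (standard error 0.477, adjusted p = 0.000390 from edgeR), 2.63 for *Il1r2*, 2.14 for *Emilin2*, 2.05 for *Ccl9*, 1.89 for *Csf2rb* and 1.54 for *Il1b*. *Il1rn* had the smallest, 1.07 (standard error 0.286, adjusted p = 0.0160 from edgeR, higher in 6 of 7 mice). *Il1b* and *Il1rn* were not used to name the subclusters.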

Finally, a group of MHC II-positive cells expressing *Ccl22* and *Emilin2*—but also sharing markers with macrophages (*Il1b*, *Il1rn*, *Ccl9*) and dendritic cells (*Il1r2*, *Csf2rb*)—were provisionally annotated as monocytes. The second major cluster of immune cells broadly expressed T cell markers including *Cd3d/e/g*, *Il2rb*, and *Trbc1/2*. This group included 2 substantial subpopulations corresponding to NKT cells (*Nkg7*, *Cd7*, *Klrc1/2*) expressing various cytotoxic effector genes (*Gzma*, *Gzmb*, *Ifng*), along with a population of T cells (*Ctla4*, *Icos*, *Emb*) including both alpha beta (*Trbc1*, *Trbc2*) and delta gamma (*Trdc*, *Trdv4*) T cells.

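T and NKT cells together had log2 fold changes between 4.02 for *Il2rb* and 4.85 for *Cd3g* against the other immune cells, over *Cd3d*, *Cd3e*, *Cd3g*, *Il2rb*, *Trbc1* and *Trbc2* (n = 22 mice, highest adjusted p = 1.58e-15 from edgeR). Each of the 6 genes was higher in 22 of 22 mice. All 6 were among the markers that had named the T/NKT class, so the values describe that class and do not test it.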

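NKT cells were compared in 15 mice, with log2 fold changes of 5.63 for *Gzma*, 4.90 for *Gzmb*, 4.63 for *Cd7* and 4.07 for *Nkg7* (highest adjusted p = 1.08e-08 from edgeR). *Klrc1*, *Klrc2* and *Ifng* had too few counts for the test. In T cells of 17 mice, the log2 fold change was 5.14 for *Trdv4* (standard error 0.299, higher in 16 of 17 mice), 4.68 for *Trdc* (standard error 0.240), 4.14 for *Icos* and 3.57 for *Emb*. *Trbc1* and *Trbc2*, which did not name the subclusters, had 2.97 and 2.84. Both were among the markers that had named the T/NKT class, so these values do not test it. *Ctla4* had too few counts for the test.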

To further confirm the spectrum of immune cells present in the seminal vesicle, we characterized CD45 + cells by flow cytometry (see Supplementary Fig. 7 for gating strategy). Consistent with our single cell data, we confirmed the presence of abundant F4/80 + macrophages (40.475%), NKp46+ NK cells (35.55%), and T cells (both CD4+ (8.275%) and CD8 + cells (10.25%)), along with a smaller population of F4/80-CD11c + dendritic cells (7.075%; Fig. 5a, Supplementary Fig. 6b). Neutrophils (CD11b + Ly6G+), eosinophils (SiglecF+), and B cells (B220+) could not be detected. Further assessment of the F4/80 + macrophage population demonstrated that the majority of these cells were CD64 + CD11c + (91.8%) (Supplementary Fig. 7), with Ly6C + CD11b + (67.9%) or Ly6C-CD11b + (16.6%) being the most prominent populations, while a smaller proportion were Ly6C + CD11b− (10.6%) or Ly6C-CD11b− (4.9%) (Fig. 5b). Histological studies confirmed the presence of both HEXB + and MRC1 + subpopulations of macrophages, both of which were often found closely associated with the secretory epithelium (Fig. 5c). Together, our data reveal the presence of a complex immune ecosystem in the murine seminal vesicle with the potential to produce a range of cytokines and other immune modulators (Fig. 3b).

**Fig. 5.**
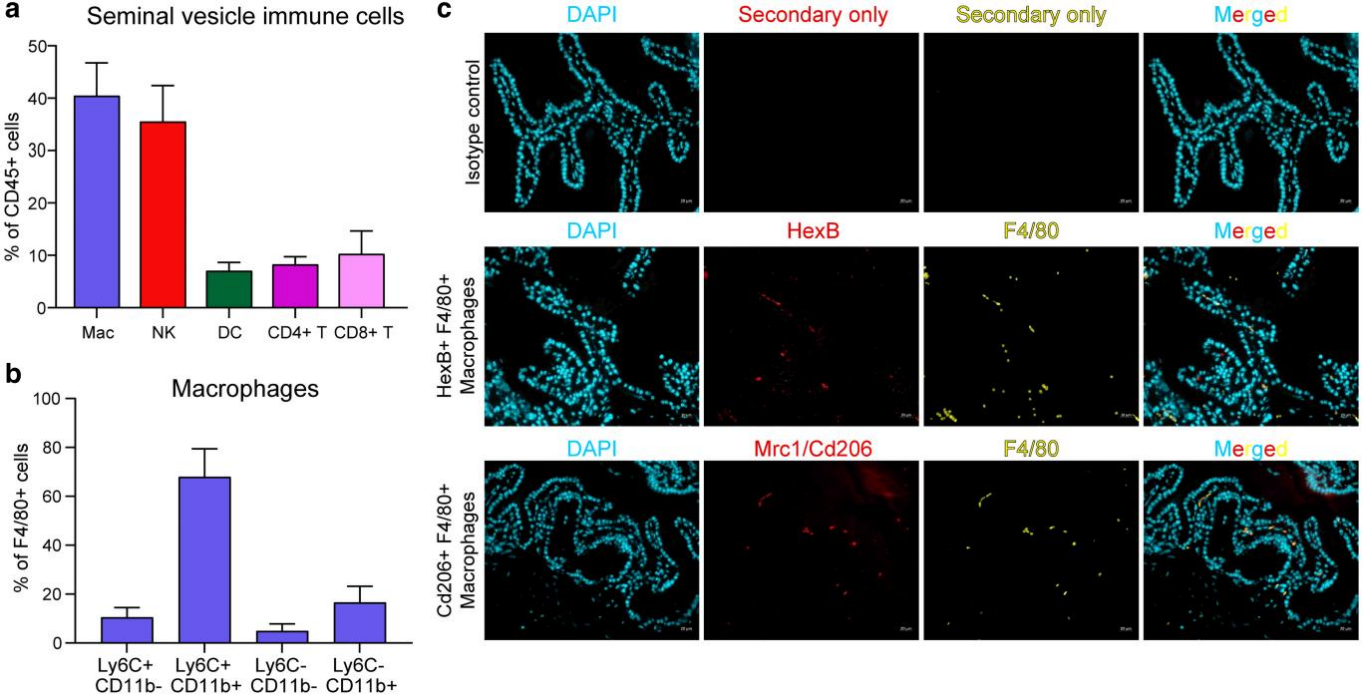
Flow cytometry and immunofluorescence characterization of immune cell populations in the mouse seminal vesicle. Seminal vesicle tissue was collected from 8–12 week old adult male Swiss mice and processed for either a and b) flow cytometry, or c) Immunofluorescence. a) Flow cytometry was initially used to confirm single cell RNA-sequencing observations through assessment of Macrophages (Mac), natural killer T (NK) cells, dendritic cells (DCs), and T cells (CD4 + and CD8+). Percentages of each cell type were comparable to the estimated immune cell compositions from scRNA-Seq (Supplementary Fig. 6b). b) Macrophages were further sub-divided into sub-populations through the assessment of LY6C and CD11B. c) Macrophage subtypes identified in scRNA-sequencing were assessed using immunofluorescence. Representative images show F4/80 + macrophages in mouse seminal vesicle co-localised with HEXB (middle) or CD206/MRC1 (bottom) in mouse seminal vesicle tissue. DAPI was used as a nuclear counter stain. Images are presented as DAPI alone, HEXB/CD206 alone, F4/80 alone or merged. Isotype controls (top) were used as negative control. Scale bar—20 μm.

## Discussion

We present here a single-cell atlas of the seminal vesicle, one of the least-studied organs in mammals. We recover all the expected cell types in this tissue, and our data provide a resource of RNA expression for all the cell populations. Beyond its utility as a resource, our data reveal 2 important features of seminal vesicle cell composition.

First, we find relatively little heterogeneity among the primary secretory epithelial cells that produce the bulk of seminal fluid. This stands in contrast to, say, the epididymis (Leir *et al.* 2020; Rinaldi *et al.* 2020; Shi *et al.* 2021), where epithelial cell heterogeneity along the length of this tissue drives the production of molecularly distinct microenvironments experienced by sperm during the days-long maturation process (Domeniconi *et al.* 2016). In contrast, seminal fluid is secreted into a large single lumen, obviating the need for regionally-specialized epithelial cells.

That said, we find 3 potential sources of seminal vesicle epithelial heterogeneity. First, we identify a small population of epithelial cells expressing a range of cell cycle markers, presumably marking cells undergoing active proliferation. Second, we find a broad continuum of cells across the major secretory epithelial cluster, with cells expressing a gradient of *Svs5* and other major SV markers, anticorrelated with a gradient of *Atf3* expression (Fig. 2c, compare *Svs5* and *Atf3* profiles). Finally, we identify a subpopulation of epithelial cells expressing *Tgm4*, *Pbsn*, and other well-known markers of the prostate epithelium (Karthaus *et al.* 2020). Although multiple lines of evidence suggest that these could be a bona fide subpopulation of the epithelial cells of the seminal vesicle—from the presence of TGM4 protein in fluid collected from the SV lumen to the consistent occurrence of these cells across tens of independent dissections—we were unable to identify high-expressing cells in situ by TGM4 protein and RNA staining (Supplementary Fig. 4). Instead, we observe modest *Tgm4* RNA and protein expression throughout the seminal vesicle, without any evidence for a subpopulation of high-expressing cells across the many histological sections examined. Thus, although multiple considerations—most importantly, the high levels of prostate-expressed proteins like TGM4 in purified seminal fluid—suggest that prostate-like cells may exist in the seminal vesicle, the absence of strong TGM4 + cells in our histology studies is more consistent with these cells arising via contamination of SV dissections with cells from the tightly-adhered prostate tissue.

The second key observation in this study is the absence of cytokine expression in the secretory epithelial cells that produce the bulk of seminal fluid (Fig. 3b, Supplementary Fig. 5). Cytokines and other immune modulators are emerging as key components of seminal fluid, which help to shape the maternal immune response to sperm and to the developing embryo, and thus represent key signaling molecules for mammalian reproduction. 

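Over all 13 cytokines, 11 had their highest mean CPM in the source that the paper names, among macrophages, dendritic cells/monocytes, T/NKT cells and fibroblasts. For *Ifng* (175 ± 154 CPM without TMM normalization, as for the other values here, SD, n = 23 mice), *Csf2* (42.9 ± 54.8 CPM) and *Il2* (5.43 ± 14.1 CPM) this was the T/NKT cells. For *Ccl3*, *Ccl4*, *Il1a* and *Tnf* it was the macrophages. *Ccl5* reached 4745 ± 2387 CPM in T/NKT cells (SD, n = 23) and 3454 ± 2288 CPM in macrophages (SD, n = 21), and *Il1b* 2552 ± 856 CPM in dendritic cells/monocytes (SD, n = 16) and 2352 ± 952 CPM in macrophages. Both differences were smaller than the SD between mice. *Ccl2* reached 8733 ± 5390 CPM in fibroblasts (SD, n = 23) and 5277 ± 2556 CPM in macrophages. Outside these 4 classes, *Tgfb2* reached 100.9 ± 58.4 CPM and *Tgfb3* 86.9 ± 50.2 CPM in smooth muscle cells (SD, n = 14), against 44.6 ± 27.8 CPM and 28.1 ± 19.8 CPM in fibroblasts. *Il6* reached 228 ± 99.4 CPM in fibroblasts (SD, n = 23) and 229.6 ± 167 CPM in endothelial cells (SD, n = 21). From the absence of most cytokines in the RNA of secretory cells, the paper proposes that seminal fluid cytokines come from infiltrating immune cells, with most expressed in macrophages, T/NKT cells or stromal cells.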

The absence of most cytokines in the RNA profiles of SV epithelial cells thus suggests the hypothesis that seminal fluid cytokines are most likely produced by infiltrating immune cells in the seminal vesicle, with the majority of seminal fluid cytokines being primarily expressed in either macrophages (*Ccl3/4/5*, *Il1a/b*, *Tnf*, etc.), T/NKT cells (*Ifng*, *Il2*, *Csf2*, etc.), or stromal cells (*Ccl2*, *Il6*, *Tgfb2/3*, etc.; Figure 3b). This hypothesis will be tested in future studies, as understanding the cellular origin of seminal fluid signaling molecules is essential for defining pathways by which diet and stress challenges impact male to female signaling.

Altogether, our data provide a valuable resource for the reproductive biology community. This dataset will serve as a baseline for future studies focused on the effects of androgen signaling, dietary challenges, and other stressors on seminal vesicle gene regulation and secretory function.

## Supplementary Material

jkaf045_Supplementary_Data

## Data Availability

Data are available at GEO, Accession no. GSE267191. Processed “pseudo-bulk” data are also available for the entire tissue, and for immune subclusters, in Supplementary Tables 3 and 4, respectively. Supplemental material available at G3 online.

# Supplementary material for: A single cell atlas of the mouse seminal vesicle
**Source:** G3 (Bethesda). 2025 Feb 28;15(5):jkaf045. doi: 10.1093/g3journal/jkaf045
**Supplement:** jkaf045_Supplementary_Data

**SUPPLEMENTAL FIGURES AND TABLES**

**Figures S1-S7**

**Tables S1-S4**

**SUPPLEMENTAL FIGURES**

**Figure S1. Seminal vesicle dissection**

Seminal vesicle from a typical dissection for single cell dissociation. Red arrows on left panel show seminal vesicle in situ, followed by excised seminal vesicle and prostate, and then cleaned seminal vesicle in the rightmost panel.

**Figure S2. Individual samples comprising the full dataset**

a) UMAPs for all 23 samples in the full dataset. “Aging” represents 10 C57Bl/6J samples separately barcoded in a single 10X flowcell, with 2 replicates each of young (3 months) animals, along with 20 month and 28 month animals either raised under control conditions or transiently treated with rapamycin (**Methods**). “Diet” represents 8 FVB/NJ animals raised on the indicated diets (Control, Caloric Restriction, High Fat, Low Protein). Finally, “Individual Samples” refers to 5 individual samples each loaded into a single 10X flow cell.

b-e) Percent mitochondrial reads before and after quality control filtering (panels b and c, respectively), number of cells (d), and number of genes per cell (e), for each of the 23 individual samples in the dataset. 

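The median mitochondrial share of the UMIs of a cell, before the filter, ranged from 1.67% to 2.49% over the 10 mice of the aging pool, from 1.70% to 2.45% over the 8 mice of the diet pool and from 1.73% to 4.46% over the 5 single-mouse libraries. After the filter it ranged from 1.44% to 1.82%, from 1.61% to 1.99% and from 1.37% to 4.14%, with the 2 highest values in the young and the old individual. Between 3.11% and 25.1% of the deposited cells of a mouse were over 10% in the aging pool, between 4.62% and 24.2% in the diet pool, and between 4.65% and 9.19% in the single-mouse libraries. The median number of genes per cell ranged from 1068 to 1708 in the aging pool, from 1118.5 to 1345 in the diet pool and from 776.5 to 1137 in the single-mouse libraries. Doublets left out made up an expected 0.401% of the aging pool (20 cells) and 0.531% of the diet pool (28 cells), and between 2.94% and 7.33% of a single-mouse library (108 to 672 cells).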

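In the 5 single-mouse libraries between 5890 and 11773 cells were deposited and between 3676 and 9164 passed the filter (median 4214). In the pools, between 355 and 972 cells per mouse were deposited for the aging pool and between 222 and 1340 for the diet pool. The aging pool held 5014 cells after the filter, the diet pool 5312 and the single-mouse libraries 30016.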

Note the much higher number of cells for the five samples run in individual flowcells, relative to the cell counts for each of the 8 and 10 samples barcoded together in the “Aging” and “Diet” flowcells.

**Figure S3. Stromal cell reclustering**

a) UMAP shows reclustered stromal cell populations. Inset shows the full dataset, highlighting the clusters extracted for reclustering. Reclustered cells are annotated according to inferred cell type.

b) Expression of the indicated genes in the reclustered stromal cell UMAP.

**Figure S4. Tgm4 protein and RNA expression in the seminal vesicle**

a-b) TGM4 protein expression in the prostate (a) and seminal vesicle (b). Top panel shows secondary antibody only, bottom shows prostate section stained with anti-TGM4.

c-d) *Tgm4* RNA expression in prostate (c) and seminal vesicle (d). Hybridization chain reaction probes against spliced *Tgm4* mRNA, or against intron-containing pre-mRNA, as indicated.

**Figure S5. Most cytokines detected in seminal fluid are not detectably expressed in seminal vesicle epithelial cells**

UMAPs showing expression of various cytokines previously detected in seminal plasma and linked to seminal fluid signaling in the female reproductive tract. Upper left panel highlights secretory epithelial cells (Epi), macrophages (Mac), and T/NK cells (T) from **Fig. 1a**.

**Figure S6. Robustness of immune cell populations across samples**

a) UMAPs for reclustered immune populations across all 23 samples, showing similar immune populations in 23 distinct animals of two genotypes, from 10 weeks to 28 months of age, and subject to multiple dietary challenges.

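Immune cells after reclustering numbered 1862 in the aging pool, 787 in the diet pool, 252 in the diet single-mouse libraries and 534 in the young and the old individual. T cells made up 21.6% ± 5.02 (SD, n = 10 mice) of immune cells in the aging pool, 16.2% ± 6.55 (SD, n = 8) in the diet pool and 5.75% ± 3.12 (SD, n = 3) in the diet single-mouse libraries. Dendritic cells made up 3.84% ± 2.22 in the aging pool (n = 10), 7.59% ± 2.94 in the diet pool (n = 8) and 21.2% ± 6.45 in the diet single-mouse libraries (n = 3). Cells named B cells made up 12.2% ± 13.7 (SD, n = 10) in the aging pool, with 48.0% in 1 mouse, and 7 of 787 and 3 of 252 immune cells in the diet pool and the diet single-mouse libraries.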

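In the reclustered immune cells, T cells made up 16.6% ± 7.51 (SD, n = 23 mice), NKT cells 12.8% ± 6.82 and B cells 5.73% ± 10.5, the last found in 16 mice. A further 8.90% ± 10.0 lay in subclusters without a name. Both macrophage populations together made up 41.4% ± 14.2. A mitochondrial limit of 1%, under which only 5 mice had at least 20 immune cells, moved the share of NKT cells to 30.5% ± 16.2 (SD, n = 5).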

b) Overall percentages of immune populations in our dataset. Compare to **Fig. 5a**.

**Figure S7. Flow cytometry gating strategy and representative immune cell populations identified in the murine seminal vesicles.** Seminal vesicle tissue was collected from 8-12 week old adult male Swiss mice and processed for flow cytometry identifying immune cells residing in seminal vesicle tissue.

a) Singlets and intact total cells were selected based on forward scatter (FSC) and side scatter (SSC) followed by live cells (viability dye negative) and leukocytes (CD45+ Ep-CAM- cells).

b) Gating and representative frequencies of macrophages (F480+), natural killer (NK) cells (NKp46+), CD4^+^ T cells (CD4+), CD8^+^ T cells (CD8+), and dendritic cells (DCs; CD11c+ F4/80-).

c) To determine the phenotypes of macrophages present, F4/80+ cells were gated for CD64, CD11c, CD11b and Ly6C expression.

d) Gating for neutrophils (CD11b+ Ly6G+), eosinophils (SiglecF+), and B cells (B220+). Data information: A-D: representative flow cytometry dot plots from one experiment n=4 (biological replicates). B, C: % displayed are the proportions of the parent populations the cells within the gates/quadrants comprise.

**SUPPLEMENTAL TABLES**

**Table S1. Animals used for single cell dataset**

Demographic information, including age and dietary exposures, for the animals used for the seminal vesicle samples throughout this study.

**Table S2. Marker genes for seminal vesicle cell clusters**

Table consists of two worksheets. “Markers” lists significant marker genes for each cluster, identified using the FindAllMarkers function in Seurat with "bimod", likelihood-ratio test for differential gene expression. The full and reproducible workflow is uploaded to github (https://github.com/yufu0012016/SV_Rando), with this analysis located in notebook 3.Label-cluster.ipynb. “Cluster_IDs” provides cell type names for each of the numbered cluster IDs.

**Table S3. Gene expression for cell populations in the murine seminal vesicle**

RNA abundance for each of the major seminal vesicle cell clusters shown in **Fig. 1a**. RNA reads were accumulated for all the cells in a given cluster, and then normalized to a total of 10,000 for each cluster.

**Table S4. Gene expression for immune cell subclustering**

RNA abundance for each of the immune cell clusters shown in **Fig. 4a**. As in **Table S3**.

How the deposited data were processed for this re-analysis (not part of the article)

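The analysis started from the UMI counts that the authors deposited for each of 23 mice, in 7 libraries (2 pools and 5 single-mouse libraries). No reads were aligned again. The 12 rows of multiplexing tags were left out of the pools, and genes were joined by Ensembl identifier, of which 597 carried another symbol in the other reference. The conditions of the mice inside a pool were read from the names of the demultiplexed tables matched to the paper's own list of samples.

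The tests, covariates, class markers and alternatives were fixed before the data were examined, in a table of choices, apart from those that follow. The limit of 0.2 on the marker level of a named cluster, the setting with at least 200 genes for results computed from clusters, the setting with at least 200 genes and a mitochondrial share under 10%, the comparisons without the young and the old individual, and the correlation with the stress list held constant were chosen after the data had been seen. So were the comparison of *Atf3* with genes matched in level, the *Angptl7* share with low-UMI cells counted, the heterogeneity with the secretory products left out, the proliferating share without prostate-like cells and the other splits of the mice. The tests of explanations chosen after the data had been seen were those of the *Svs5* level for low depth, of a reference without *Svs* genes, of a loss of secretory cells, of the limit of 500 genes, of *Svs* RNA taking up UMIs, and both of those for *Tgm4*. The named genes were every gene that the paper's text names for a cell population or a cytokine source, and in the exploratory diet and age comparisons the 3 genes with the largest rise and the 3 with the largest fall past an adjusted p of 0.05.

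Doublet scores followed Scrublet's method, with 2 simulated doublets per cell. Pearson residuals used an overdispersion theta of 100. Clusters were named from 17 marker lists of 106 genes. Subclusters of immune cells took the name with the highest mean log2 ratio if it was at least 0.5, and secretory subclusters were named proliferating at a mean log2 ratio of at least 1.

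UMIs were summed per mouse and class where at least 10 cells were present. Sums were tested with edgeR's quasi-likelihood method after its filter on low counts, with the mouse as a block in comparisons between classes and with pool or single-mouse library as a block in the diet comparisons. Replicate numbers were not used as a block. After the group means were subtracted, the correlations between mice with the same replicate number ran from -0.196 to 0.0967 in the aging pool. They were -0.0663 and -0.0290 within the diet pool for the high fat and the low protein comparison. Over all mice of these comparisons they ran from 0.159 to 0.740 and from 0.210 to 0.716, because number 3 is the single-mouse library in each group. Permutation tests used 100000 resamples where not exact.

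The edgeR test was run in 5 designs on simulated counts in which 200 genes had been changed by a log2 of 2. The permutation tests and the sign tests were not run on simulated counts. Of the changed genes tested, 99.5% were recovered in the design of the high fat diet, 100% in that of the low protein diet, 90.7% in that of age, and 100% in the secretory and the macrophage comparison. Unchanged genes made up 3.40%, 1.49%, 4.35%, 4.33% and 6.70% of the calls in the same order. The counts were simulated from the mean share of each gene over all sums, with the trend of the dispersion alone. Differences between pool and single-mouse libraries, between mice and in the spread of single genes did not enter. These rates therefore do not give the power or the error of the real comparisons.

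Lists of genes for dissociation stress (19 genes), epididymis epithelium (12), bladder urothelium (6) and spermatids (6) were written without looking at their values. Software was Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Gene coordinates came from GENCODE vM21 on GRCm38.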

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

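The tests of a reference without *Svs* genes, of a loss of secretory cells and of other splits of the mice were chosen only after the result was seen, and so was the measure used for low depth.

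The young and the old individual lay far from the other 21 mice. *Svs5* had 80 and 100 UMIs in all, which is 3.62 and 3.11 CPM, against 34489 to 341413 CPM in the other mice (median 143163). The list of 12 epididymis genes took 4.45% and 6.37% of their UMIs, against 0.128% to 0.365% in the other mice (median 0.301%), a data set difference that the paper did not analyse. The lower of the 2 libraries was 12.2 times the highest other mouse, which the prediction for cells of the epididymis had put at 10 times or more. The most abundant genes of the list were *Gpx5* (31172 and 44177 CPM, at most 0.546 CPM in any other mouse), *Cst11* (3776 and 7454 CPM) and *Adam7* (3228 and 4652 CPM). Only 1 of the 12 genes, *Cd52*, reached 1 CPM in the median other mouse, at 3009 CPM. Genes looked up after the list had been tested were *Spag11b* (16799 and 19985 CPM), *Defb20* (12885 and 14627 CPM), *Lcn8* (2965 and 12132 CPM) and *Lcn9* (790 and 5008 CPM).

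Epididymis tissue in these 2 libraries is a candidate source as a hypothesis, with the ratio of 12.2 as its test. Low depth was tested as well. The 2 libraries did have the lowest median UMIs per cell of all mice, 1735 and 2297, which is what the prediction for low depth named. That measure cannot separate the explanations, and *Svs5* CPM, which depth does not scale, was at most 3.62 in the 2 libraries. A reference that lacks the *Svs* genes was not borne out, since the 3 diet single-mouse libraries, counted on the same genes, had at least 314473 CPM of *Svs5*. A loss of secretory cells alone was not borne out either. At least 80.0% of the cells of each of the 2 libraries lay in 11 clusters with at least 90% of their cells from these 2 libraries, and 7 of the 11 clusters were unnamed. The tests do not tell a dissection that took in another tissue from a mislabelled sample, which both stay possible. By its labels, the young individual shares strain, age and diet with 3 control mice that had 128838, 134315 and 314473 CPM of *Svs5*, so age and diet alone do not set it apart. The age of the old individual in this strain and the run were not tested. The 2 libraries held 16941 of the 38589 cells clustered (43.9%).

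The other lists gave no such difference for bladder urothelium (0.00128% and 0.00329%, other mice 0.000594% to 0.00790%, with 4 of 6 genes at 1 CPM in the median other mouse). Dissociation stress took 2.00% and 1.42% (other mice 0.280% to 1.80%, with 19 of 19 genes at 1 CPM). Spermatid genes took 0.00186% and 0.00214% (other mice up to 0.000686%, with 1 of 6 genes at 1 CPM). The paper's Supplementary Table 3, of which only part was read here, gives *Lcn8* and *Lcn9* high values in the cluster it names Secretory_2.

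On the low protein diet, 3 genes passed the threshold in secretory cells, a comparison between groups for which the paper shows no values. *Cxcl2* (GRCm38 chromosome 5, 90903871 to 90905938) had a log2 fold change of 2.93 (standard error 0.430, adjusted p = 0.0111 from edgeR), *Ccl4* (chromosome 11, 83662584 to 83664683) of 2.39 (standard error 0.350, adjusted p = 0.0111) and *Hbb-bt* (chromosome 7, 103812524 to 103813996) of 1.95 (standard error 0.297, adjusted p = 0.0122). In the pool, *Cxcl2* had 3.39 and 2.16 CPM on the control diet and 42.8 and 19.5 CPM on the low protein diet, where the control mice contributed 131 and 14 secretory cells. In the single-mouse libraries it had 0.126 and 0.255 CPM. Of the 10 splits of the 6 mice, the real one included, 4 gave as many genes, so chance could not be excluded. The other 3 put both single-mouse libraries in the same group. Of the 4 splits that part the mice with the same replicate number, only the real one gave as many, which is too few splits to exclude chance. RNA of macrophages and red blood cells in the droplets and an effect of diet on secretory cells both stay possible, and neither was tested.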

How the results depend on the processing

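The setting with at least 200 genes for results from clusters, the comparisons without the young and the old individual, the comparison of *Atf3* with matched genes, the *Angptl7* share with more cells counted and the heterogeneity without secretory products were tests chosen only after the result was seen.

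Over 19 results and 119 values under alternatives, 101 kept their direction and their side of the threshold or, where there was no test, lay within the SD or 1.5 times, 15 moved and 3 became weaker. None of these values reversed. With a mitochondrial limit of 1%, at Leiden resolution 2 and with at least 200 genes, 0 exposure comparisons of class shares passed, as in the main setting, where a single class of the diet pool could not pass on its own. Without the young and the old individual, 8 classes passed between strains in place of 9. The log2 fold change of *Dnase2b* stayed between 4.30 and 6.69.

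A mitochondrial limit of 1% left 2615 cells with a mean of 17229 UMIs, and 23 clusters. Between strains 2 classes passed, and the median rho of *Svs5* and *Atf3* was -0.192 over 5 mice, for which an exact sign test can reach no less than p = 0.0625. Fewer cells and mice are part of this alternative. *Tgm4* in main secretory cells passed in UMIs per cell but not as a share of UMIs (6.54 CPM) or after thinning (0.0367 UMIs per cell), scales that divide by the larger number of UMIs of secretory cells. Leiden resolution 2 moved the share of stromal cells with raised *Angptl7* from 13.2% to 33.2%, and log-normalised values left 0% of them. With the low-UMI cells with fibroblast markers counted as stroma it was 8.77%. Log-normalised values moved the prostate-like share to 7.56% and the proliferative share to 2.33%, the latter with an SD far above its mean. The cause was not tested for these shares. The silhouette width of stromal cells less that of the other classes was 0.0507, and 0.0175 with the secretory products left out before thinning, where the width of secretory cells rose from 0.0853 to 0.170. The draws took in the young and the old individual.

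For the high fat diet, 18 genes passed without the filter on low counts, and 0 to 3 passed when 1 mouse was left out. For the low protein diet, 0 passed with DESeq2, 39 without the filter, 5 with the replicate number as a block, 0 with all cells of a mouse summed, and 0 to 32 when 1 mouse was left out. With all cells summed the log2 fold change reversed to -0.14 for *Cxcl2* and -0.23 for *Ccl4*, where cells other than secretory enter the sum. *Hbb-bt* kept its direction there, with a log2 fold change of 2.64 (standard error 0.577). For age, 16 genes passed with DESeq2, 205 without the filter, and 0 to 7 when 1 mouse was left out. The cause was not tested.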

Differences from the paper's values

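The number of clusters in the full dataset was 40, against 21 in the paper. With doublets kept it was 42, at Leiden resolution 2 it was 59, with the genes that the paper names kept among the variable genes it was 40, with log-normalised values 46, and with at least 200 genes, a setting chosen after seeing the data, 44. A mitochondrial limit of 1% gave 23 and Leiden resolution 0.5 gave 31. With the mitochondrial limit of 1%, 2615 cells, a mean of 17229 UMIs and a median of 8042 UMIs per cell differed from the paper's 47804 cells, 6053 and 2402 UMIs. With at least 200 genes, an alternative fixed before the data were examined, 47808 cells with a mean of 6053 and a median of 2402 UMIs were kept. With a mitochondrial share under 10% as well, a setting chosen after the values had been seen, 47804 cells were kept.

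Among macrophages, dendritic cells/monocytes, T/NKT cells and fibroblasts, 11 of the 13 cytokines were highest in the source that the paper names, and of the 6 named for macrophages 4 were. *Ccl5* was highest in T/NKT cells and *Il1b* in dendritic cells/monocytes.

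The paper states that cell composition was alike across genotypes and exposures. Between strains, 9 of 13 classes differed past the threshold, with strain not separable from flow cell and largely tied to age. Without the young and the old individual, a comparison chosen after seeing the data, 8 of 13 did. Between exposure groups 0 of 26 comparisons passed and 3 had an unadjusted p under 0.05, where the 13 of the diet pool could not pass singly.

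The paper states that prostate-like cells were seen across its samples. They were found in 20 of 23 mice here. The mice without them were the low protein diet single-mouse library and the young and the old individual. Because the young and the old individual held almost no *Svs5*, their lack of prostate-like cells says little about the paper's statement. A further cluster of 458 cells from 22 mice, in which the mean of the prostate-like markers was raised, was left unnamed by a limit set after the data had been seen.

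The paper proposes that *Tgm4* is expressed at a low level throughout the seminal vesicle, with possible contamination by prostate cells. Main secretory cells of the diet single-mouse libraries held 4 *Tgm4* UMIs in 7844 cells.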

Other observations

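The tests of the limit of 500 genes, of *Svs* RNA taking up UMIs, of both explanations for *Tgm4* and of other splits of the mice were chosen only after the result was seen.

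Secretory cells made up a smaller share of cells in the diet pool than in the diet single-mouse libraries. The limit of 500 genes did not account for this, since with at least 200 genes the difference was 43.9 percentage points. Low depth in the pool did not either, since the lowest median of a mouse of the pool was 20187 UMIs per secretory cell, above the highest of a single-mouse library, 15451.5.

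For the opposite patterns of *Svs5* and *Atf3*, *Svs* RNA taking up a fixed number of UMIs was tested by leaving out the secretory products (median rho -0.159). Stress during dissociation was tested by holding the stress list constant, which gave a median partial rho of -0.244 (14 of 14 mice below 0, exact sign test, p = 0.000122). The draw of UMIs used for it had a median rho of -0.283 without the stress list, also with 14 of 14 mice below 0. Neither test removed the pattern. In the main draw the stress list held on average between 2.18 and 6.15 UMIs per cell in a mouse. A list counted this sparsely holds stress constant only in part, so stress during dissociation stays possible. The stress list itself had a median rho of 0.262 with *Atf3* and -0.168 with *Svs5*.

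In the 15 mice of the pools with at least 20 main secretory cells, *Tgm4* had 3.12 to 338 CPM in these cells, and at most 0.0477 CPM in the diet single-mouse libraries. Low expression in every secretory cell, which predicted a level within the range of the pools, was not borne out. Free RNA in equal amounts per droplet did not account for 3.00 more UMIs per main secretory cell than per cell that is not epithelial, more in 18 of 18 mice (permutation test, p = 1e-05). The count of mice rests on the 15 of the pools, and the mean can rest on few cells. In control diet pool replicate 1, 18.2% of main secretory cells had a *Tgm4* UMI, at a mean of 4.02 per cell. Prostate-like cells left among the main secretory cells were not tested as a source. Main secretory cells of the diet single-mouse libraries held only 4 *Tgm4* UMIs in 7844 cells, too few to tell. The test on UMIs per cell replaced one on CPM. CPM divides by the larger number of UMIs of secretory cells and so could not tell. RNA that scales with the UMIs of a cell predicts an equal share of UMIs, and the difference of 6.54 CPM (permutation test, p = 0.817) left it open. Prostate cells in the pools were not tested. In the main secretory cells of the same mice, *Pbsn* had 6 UMIs in the diet single-mouse libraries and 3062 in the pools, while *Pate9* had 28.6 to 37.3 CPM and 18.1 to 89.9 CPM.

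*Prm2* and *Prm1* led 1 subcluster of secretory cells, and *Ldhc* and *Meig1* were among the leading genes of 2. At 1000 UMIs per cell in the diet single-mouse libraries, the spermatid list held 0.000995 UMIs per secretory cell and 0.0015 per cell that is not epithelial, too few to tell whether free RNA was the source.

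With the real split counted, 4 of 10 splits of the mice gave as many genes for the low protein diet. For the high fat diet and age, where 0 genes passed and 166 and 389 had an unadjusted p under 0.05, 10 of 10 and 100 of 100 splits gave at least as many, as any split must, so the splits say nothing about chance there.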
